# Gut barrier-microbiota imbalances in early life lead to higher sensitivity to inflammation in a murine model of C-section delivery

**DOI:** 10.1186/s40168-023-01584-0

**Published:** 2023-07-03

**Authors:** M. Barone, Y. Ramayo-Caldas, J. Estellé, K. Tambosco, S. Chadi, F. Maillard, M. Gallopin, J. Planchais, F. Chain, C. Kropp, D. Rios-Covian, H. Sokol, P. Brigidi, P. Langella, R. Martín

**Keywords:** C-section delivery, Microbiota, Primary colonization, Early life, Inflammation, Gut barrier, Murine model

## Abstract

**Background:**

Most interactions between the host and its microbiota occur at the gut barrier, and primary colonizers are essential in the gut barrier maturation in the early life. The mother–offspring transmission of microorganisms is the most important factor influencing microbial colonization in mammals, and C-section delivery (CSD) is an important disruptive factor of this transfer. Recently, the deregulation of symbiotic host-microbe interactions in early life has been shown to alter the maturation of the immune system, predisposing the host to gut barrier dysfunction and inflammation. The main goal of this study is to decipher the role of the early-life gut microbiota-barrier alterations and its links with later-life risks of intestinal inflammation in a murine model of CSD.

**Results:**

The higher sensitivity to chemically induced inflammation in CSD mice is related to excessive exposure to a too diverse microbiota too early in life. This early microbial stimulus has short-term consequences on the host homeostasis. It switches the pup’s immune response to an inflammatory context and alters the epithelium structure and the mucus-producing cells, disrupting gut homeostasis. This presence of a too diverse microbiota in the very early life involves a disproportionate short-chain fatty acids ratio and an excessive antigen exposure across the vulnerable gut barrier in the first days of life, before the gut closure. Besides, as shown by microbiota transfer experiments, the microbiota is causal in the high sensitivity of CSD mice to chemical-induced colitis and in most of the phenotypical parameters found altered in early life. Finally, supplementation with lactobacilli, the main bacterial group impacted by CSD in mice, reverts the higher sensitivity to inflammation in ex-germ-free mice colonized by CSD pups’ microbiota.

**Conclusions:**

Early-life gut microbiota-host crosstalk alterations related to CSD could be the linchpin behind the phenotypic effects that lead to increased susceptibility to an induced inflammation later in life in mice.

Video Abstract

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40168-023-01584-0.

## Background

The intestinal barrier is one of the important factors to have been implicated in homeostasis as well as in disease induction. It is a functional unit composed of a physical barrier formed by monolayer of epithelial cells (including Paneth cells and goblet cells (GC)) and the mucus layer, a chemical layer composed of several molecules such as immunoglobulin A (IgA) and antimicrobial peptides (AMP) and a immune layer composed of immune cells [1]. It constitutes the first line of defence as it separates self from non-self and protects against external insults. In humans, dysregulation of this barrier has led to impaired permeability and dysfunction, unchaining diseases such as irritable bowel syndrome (IBS), food allergies, type 1 diabetes and obesity [2–4]. In the early life, the developing gut barrier is established in conjunction with the gut microbiota [5]. Indeed, the gut microbiota is considered as a part of the gut barrier (microbiota layer) as it performs several roles related to the barrier function [6]. Furthermore, several bacteria, including commensals, have been found to directly or indirectly modulate intestinal barrier function [7–9]. The gut microbiota is a dynamic community shaped by multiple factors throughout an individual’s life [10]. The mother–offspring vertical transmission of bacteria is the most important factor influencing microbial colonization patterns in the neonate [10]. Symbiotic microbes begin to colonize the neonate during delivery [11]. As the infant passes through the birth canal, they will be exposed first to microbes in the vagina, on the maternal skin, and in faeces and then to microbes in the outside environment [12, 13]. As the newborn is experiencing maternal microbial imprinting, which plays an important role in gut microbiota development in early life, any disruption of this vertical microbiota transmission will alter primary colonization in the neonate. During the perinatal period, C-section delivery (CSD) has a tremendous disruptive influence in the context of full-term deliveries [14–16], even independently of antibiotic exposure [16, 17]. These modifications have a profound impact on the host by changing primary colonization patterns [18, 19]. In humans, the early community of colonizers in CSD newborns is similar to microbes living on the mother’s skin and in the operating room with depleted levels of *Bacteroidetes* [18, 20]. Indeed, this disrupted transmission of maternal microbiota has been related to the higher presence of antimicrobial-resistant opportunistic pathogens with the consequent risk for the newborn health [17, 21].

It has been suggested that there is a critical period during early development where disruptions of microbiota-host interactions could irreversibly harm the host priming process, thus hampering the establishment of a healthy internal balance, i.e. homeostasis [18, 22]. Such disruptions are a major factors behind developmental problems and predispose hosts to develop altered gut barrier function and inflammatory diseases [23, 24], including inflammatory bowel diseases (IBD) and obesity [25–27]. Meta-analyses have shown that infants born through CSDs are at higher risk of developing IBD (mainly Crohn’s disease (CD)) [27]. Since these children have an altered bacterial community, it has been hypothesized that these alterations lead to differences in mucosal immune tolerance and disease risk in later life [28, 29].

Here, we postulate that the disruption of primary colonization caused by CSD triggers a breakdown in homeostasis along the gut barrier that feeds a vicious circle in which intestinal and systemic inflammation and immunological alterations could result in a higher predisposition to suffer inflammatory diseases, such as IBD. We tested this hypothesis by analysing the microbiota-host crosstalk in a murine model of CSD in conventional and ex-germ-free animals with a special focus on gut barrier structure and permeability. Our results demonstrate the effects of CSD on gut barrier impairments and susceptibility to future inflammatory-induced insult and the major role of the microbiota on these phenomena in mice. Finally, we found that, in our murine model, it is possible to counterbalance the observed negative effects related to CSD by supplementing mice with lactobacilli, the most affected bacterial group by CSD in mice.

## Methods

### C-section delivery experimental model

Conventional mice were maintained under specific pathogen-free (SPF) conditions at 21 °C in the animal facilities of the French National Research Institute for Agriculture, Food and Environment (IERP, INRAE Jouy-en-Josas, France). Animal care and work protocols were approved by the local regional ethical committee (*COMETHEA*) according to the EU directive 2010/63/EU.

Pregnant RjOrl:SWISS mice were purchased to Janvier (Le Genest Saint Isle, France) and housed individually under SPF conditions. On gestational day 19, pregnant females experienced hysterectomy, and litters were fostered by mothers that had delivered vaginally within the previous 12 h (CSD group). Control mice were delivered vaginally (VD group). To avoid bias, pregnant mice that delivered vaginally interchanged their litters.

### Lactobacilli isolation and culture conditions

Fresh faecal content of VD pups at weaning was recovered and immediately introduced in an anaerobic chamber with controlled atmosphere (N2 = 90%, CO2 = 5% and H2 = 5%) to proceed to the bacterial isolation. Briefly, faecal samples were homogenized in saline buffer and serial dilutions performed in order to plate dilutions 10^−8^ and 10^−9^ on MRS media (Difco) supplemented with cysteine (0.5 mg/ml; Sigma). Twenty colonies were recovered, identified by 16 s RNA gene sequencing by standard protocols and stocked at − 80C with 40% of glycerol. Four of them, 3 *Lactobacillus murinus* and 1 *Lactobacillus taiwanensis*, were employed for the ex-germ-free (GF) experiments.

Lactobacilli were growth on MRS medium supplemented with cysteine at 37 °C under anaerobic conditions. To prepare the force-feeding solution, an overnight liquid culture of each of them were centrifugated, washed and resuspended together in PBS to achieve a final concentration of 5 × 10^9^ CFU/ml.

### Ex-germ-free mice experiments

Experiments with ex-germ-GF mice were conducted at the ANAXEM platform (INRAE, Jouy-en-Josas). In a first experiment, 45 axenic mice (C3H) were distributed in 3 different isolators. Each isolator was divided in different conditions: 15 axenic mice, 15 mice force-feed with faecal contents of a pool of hysterectomized mice at weaning and 15 mice force-feed with faecal contents of vaginal delivery mice at weaning. The force-feed process was repeated two consecutive days to maximize the colonization process. Weight were recorded each 3 days, and mice were euthanized at 3 different timepoints (2, 7 and 14 days) to monitor the effects of microbiota colonization in recipient mice.

In a second experiment, 26 C3H GF mice were distributed in 3 isolators: one with 9 mice force-feed with faecal contents of a pool of hysterectomized mice at weaning, a second one with 9 mice force-feed with faecal contents of a pool of hysterectomized mice at weaning and 10^9^ CFU of 4 lactobacilli strains (200 µl of the lactobacilli pool prepared as stated above) and a last one with 8 mice force-feed with faecal contents of vaginal-delivered mice. Mice weight was recorded at least twice per week, and mice were euthanized at 14-day post-colonization.

### Inflammation protocols on conventional and ex-GF mice

For conventional mice, litters were weaned at 3 weeks and randomly distributed in cages of 5 animals divided in C-section or vaginal groups. To induce acute inflammation, at 4 weeks of age (1 week after weaning), mice were anesthetized using an intraperitoneal (*i.p*) injection of 0.1% ketamine (Imalgene 1000, Merial, France) and 0.06% xylazine (Rompun, Bayer, France). Colitis was induced with an intrarectal dose of 200 mg/kg of 2,4-dinitrobenzene sulphonic acid (DNBS, Sigma-Aldrich, France) resuspended in 50 µl of 30% ethanol (EtOH) in PBS. To induce chronic colonic inflammation, 6-week old mice were submitted to a chronic administration of DNBS as previously described [30]. Briefly, mice were challenged with a first dose of DNBS (200 mg/kg). After 21 days of recovery, colitis was reactivated with a second dose of DNBS (200 mg/kg). For both colitis protocols, control mice received only 30% EtOH in PBS in the place of DNBS (vehicle groups). Weight loss was monitored for 3 days following the DNBS injections to assess possible clinical signs of distress. Due to the higher weight increase of CSD mice [16], in the case of acute colitis, weight prediction was performed according to Eisen and co-workers [31], and the weight lost was represented as the area under the curve (AUC) of the difference between expected and predicted weight. Colonic macroscopic and histological scores were determined as previously described [30].

For the experiment of colitis on ex-GF mice, 33 C3H mice were colonized under sterile conditions with the faecal contents of a pool of hysterectomized mice at weaning (supplemented or not with lactobacilli) or with faecal contents of vaginal delivery in ANAXEM facility as described above. Two-week post-colonization, mice were transferred to SPF conditions at IERP animal facilities where an acute colitis protocol was performed as explained above.

### Cytokines and total antioxidant capacity determinations

IL-1α, IL-1β, IL-6, IL-10, IL-12p70, IL-17A, IL-23, IL-27, MCP-1, IFN-β, IFN-γ, TNF-α and GM-CSF cytokines were determined in ileum, colon and serum samples with LEGENDplex™ mouse inflammation panel (BioLegend). Total antioxidant capacity was determined in serum samples by a colorimetric assay according to manufacturer instructions (Sigma-Aldrich).

### Quantification of myeloperoxidase (MPO) activity, lipocalin-2 and sCD14

Myeloperoxidase (MPO) activity was determined in colon and ileum samples as previously described [9]. Lipocalin-2 (Lcn-2) determination was performed on serum samples with the kit mouse lipocalin-2/NGAL DuoSet ELISA (R&D systems, Inc., USA & Canada) according to the manufacturer’s instructions. Plasma concentration of soluble CD14 (sCD14) was measured using ssCD14 ELISA kit (R&D).

### Histological analyses

Histological features were assessed using hematoxylin–eosin-saffron (HES) staining, Alcian blue (AB) staining and the periodic acid-Schiff (PAS) method in accordance with standard protocols [2, 32] in the Histology Facility of aBridge platform of UMR 1313 GABI. Images were analysed with Panoramic Viewer software.

### Lymphocyte populations in the spleen and mesenteric lymph nodes

After euthanasia, cell suspensions of spleen (at weaning and 5 days) and mesenteric lymphoid nods (only at weaning) were obtained by mechanically extrusion through a 40-μm nylon cell strainer (BD, Switzerland). Cells were washed through the strainer using 1 ml of Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco, France) supplemented with 10% foetal bovine serum (FBS, Gibco). Erythrocytes were lysed by incubation with the red blood cell lysing buffer Hybri-Max (Sigma-Aldrich) according to manufacturer instructions. For each sample, aliquots of 10^6^ cells were transferred to two 96-well plates (Grenier, France). Following standard protocols as previously described [9, 30], cells were stained with one of the next: (i) anti-CD4-FITC, anti-CD3e-percp and anti-T-bet-PE; (ii) anti-CD4-FITC, anti-CD3e-percp and anti-Gata3-PE; (iii) anti-CD4-FITC, anti-CD3e-PerCP and anti-rorγ-PE; or (iv) anti-CD4-FITC, anti-CD3e-PerCP and anti-Foxp3-PE (all from eBioscience, France). All stainings were performed in the presence of CD16/CD32 (eBioscience). Samples were subsequently analysed using an Accuri C6 cytometer (BD). The data obtained from the cytofluorimetric analysis were processed using CFlowSampler software (BD).

### Short-chain fatty acids (SCFAs) determinations

In the day of the sacrifice, caecal samples were collected and put in liquid nitrogen at − 80 °C. Samples were extracted with water (wt g/vol) and deproteinized overnight at 4 °C with the addition of phosphotungstic acid (10%, Sigma). Concentrations of SCFAs were determined using a gas chromatograph (GC; Agilent 6890N Network) equipped with a split-splitless injector (GC Agilent 7890B), a flame-ionization detector and a capillary column (15 m × 0.53 mm × 0.5 µm) packed with SP 1000 (Nukol; Supelco 25,236). The flow rate of hydrogen, the carrier gas, was 10 mL/min; the temperatures of the injector, column and detector were 200 °C, 100 °C and 240 °C, respectively. 2-Ethylbutyrate was used as the internal standard. Two replicates were performed for each sample. We collected the SCFA data and integrated the peaks using the GC’s default software (Agilent). To determine the final concentrations of SCFAs, the samples were weighed before and after protein precipitation to obtain the appropriate multiplication factor.

### Ussing chamber experiments

Paracellular pathway permeability was measured using the flow of TRITC-dextran 4KD (TD4), fluorescein sulphonic acid (FSA) and horseradish peroxidase (HPR) through colon and ileum samples, which were opened along the mesenteric border and mounted in Ussing chambers (P2300, Physiologic Instruments, USA). At 37 °C, 0.2 cm^2^ of tissue surface was exposed to 2.5 ml of 10-mM oxygenated Krebs-glucose and 10 mM Krebs-mannitol (serosal and luminal sides, respectively). TD4, FSA and HPR (0.4 mg/ml) were added to the mucosal chamber, and samples were collected from the serosae chamber every 15 min for 2 h. TD4 and FSA concentrations were determined using a microplate reader (Tecan). HRP concentrations were determined by an enzymatic reaction using the substrate o-dianisidine as previously described. Transepithelial conductance was measured by clamping the voltage and recording the change in the short-circuit current (Isc). At the end of the experiment, tissues were challenged with the cholinergic analogue carbachol (CCh) on the serosal side (100 mM), and the *Δ*Isc was recorded to check the viability of the tissue.

### Microbial DNA extraction and 16S sequencing analysis

Genomic DNA was extracted from mice’s colon (at 5 days), colon content (at endpoint), faeces (the rest of the time points) and mothers’ faeces, skin and vaginal washings using the mouse Stool Mini Kit (QIAGEN, Germany), according to the manufacturer’s instructions.

The V3–V4 region of the 16S RNA gene was amplified with PCR1F_343 (5′-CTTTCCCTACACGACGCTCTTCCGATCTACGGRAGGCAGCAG-3′) and PCR1R_784 (5′-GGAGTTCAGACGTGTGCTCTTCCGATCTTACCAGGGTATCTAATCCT-3′) primers, and sequencing was performed on an Illumina MiSeq platform (Illumina, USA). The 16S RNA raw reads are available at NCBI’s SRA repository (Bioproject PRJNA876103; accessions SAMN30638467 to SAMN30638852).

Quality control was performed on the resulting FastQ files using FastQC software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc), and bioinformatics analyses were conducted by using the Quantitative Insights into Microbial Ecology (QIIME 1.9.1) software package [33] with the subsampled open-reference OTU picking approach [34] and the Greengenes reference database (version 13.8) [35]. Singleton OTUs and OTUs representing less than 0.005% of the total number of sequences were removed from the dataset as suggested by the software developers [36]. Chimeric sequences were identified using the BLAST algorithm and removed using QIIME.

Microbiota diversity analyses were conducted in R by using the phyloseq package (v. 1.22.3) [37]. Richness and diversity analyses were performed at the OTU level. Alpha diversity and beta diversity were calculated using the Shannon index and Whittaker’s index, respectively. Richness was defined as the total number of OTUs present in each sample. The vegan (v. 2.5–3) package was used to perform nonmetric multidimensional scaling (NMDS) by using Bray–Curtis dissimilarity values. The *env_fit* function was used to evaluate the statistical significance of the study variables within NMDS ordination space. In addition, permutational multivariate analyses of variance were performed using distance matrices and the *adonis* function (alpha level, *p* < 0.05). The OTU differential abundance testing was carried out with the metagenomeSeq package (v1.20.1) [38] with OTU counts normalized using the cumulative sum scaling (CSS) method and a zero-inflated Gaussian distribution mixture model (*fitZig* function). The significance level was set to a false discovery rate (FDR) lower than 0.05.

### Microbial networks inference

Two microbial networks, one for each of the delivery mode (VD and CSD), were inferred at genus level with SPCIT approach [39]. In brief, SPCIT is an ensemble approach that first calculates correlations between features using the Sparse Correlations for Compositional data software [40], and, in a second step, estimate the significant correlations using a data-driven methodology based on partial correlation and information theory [41]. In the network, every node represents a genus, and every edge (connections between nodes) represents a significant correlation. Cytoscape software [42] was used to visualize the network and to calculate the node centrality values and network topological parameters using the CentiScaPe plug-in [43].

### Metagenome functional predictions

The bioinformatics software package PICRUSt [44] was subsequently used to predict the functional content of the inferred synthetic metagenomes. Samples clustering was performed on R (version 3.6.1, https://www.r-project.org/) according to the KEGG Orthology (KOs) abundance profiles, based on Euclidean distance measure as metric and Ward-linkage method. The principal coordinates analysis (PCoA) of KOs Euclidean distances was plotted using the R vegan package [45]. After PICRUSt prediction, we collected from the 6.909 KOs the ones mapping into the butyrate syntheses pathways. Three KOs (butyrate kinase (buk, K00929), vinylacetyl-CoA 3,2-isomerase (AbfD, 4Hbt, K14534) and butyryl-CoA:acetate CoA transferase (Ato, K01034)) were recovered, and the mean abundance was compared at each point (Wilcoxon rank-sum test) between VD and CSD groups. The same mean comparison between groups was performed at genus level, considering only from the whole dataset only bacterial genera described as butyrate producers (*Odoribacter*, *Coprococcus*, *Roseburia*, *Anaerostipes* and *Clostridium*) [46].

### Mouse gene expression and microarray analysis

Total RNA was isolated from the colon samples using RNeasy Mini Kit (QIAGEN), according to manufacturer’s instructions. The RNA integrity was verified in Bioanalyzer 2100 with RNA 6000 Nano Chips (Agilent Technologies). Only samples with RNA integrity > 9 were selected for the study. Mouse transcriptomics was performed using SurePrint G3 Mouse GE 8 × 60 K Microarray (Design ID: 028005, Agilent Technologies), according to manufacturer’s instructions in the Genomic Facility and aBridge platform of UMR 1313 GABI. Microarray data are deposited in GEO under the accession number GSE214311. Probe intensities were corrected, log_2_ scaled and quantile normalized using the limma R package version 3.38 [47]. In order to remove noise from expression patterns associated with very weakly expressed genes, the probes with values higher than the lowest 5% quantile of each sample, in at least 4 samples, were retained. Other probes were filtered out, and controls were discarded. Subsequently, we averaged expression of probes representing the same gene. To identify the differential expressed genes between CSD and VD samples, we fit a linear model for each gene using the eBayes function from the limma R package, setting the sex and the delivery mode as fixed effects. The biological mother factor was included as a random effect using the “duplicateCorrelation” function included in the limma package. Significance was declared after adjusting raw *p*‐values to control the false discovery rate (FDR) at 5% using the Benjamini–Hochberg procedure [48]. Selected gene lists (log ratio and *p*-value data) were loaded into Ingenuity Pathway Analysis to analyse pathways and generate data displays.

### Statistical analyses of mouse phenotypes

Statistical analyses were performed using GraphPad v9 (GraphPad software, San Diego, CA, USA). Survival curve analyses have been performed by logrank test (Mantel Cox). For weight curves, a multiple unpaired *T*-test was performed per day with fewer assumptions corrected for multiple comparison with Holm-Sidak method. Normality and variance analysis were performed using Shapiro–Wilk normality test and one-way ANOVA (Brown-Forsythe test), respectively. For normal samples (Gaussian distribution) with equal variances, three-way ANOVA has been performed to compare the effect of the delivery, treatment and sex for the DNBS trials; multiple comparisons were carried out using Tukey’s test. For non-normal samples or/and with unequal variances, nonparametric tests have been performed (Kruskal–Wallis test). Multiple comparisons were carried out using Dunn’s test. *p*-Values < 0.05 were considered statistically significant.

## Results

### CSD increases susceptibility to chemically induced inflammatory insults at weaning and adulthood

As CSD has been associated with an increased risk of CD [27], we submitted CSD and VD mice to two chemically induced colitis models: (i) an acute colitis protocol soon after weaning to mimic a first inflammatory flare in CD patients (Fig. 1A) and (ii) a chronic colitis protocol in young adulthood (6 weeks) to mimic the relapse and crisis cycles observed in CD patients (Fig. 1B). In both cases, CSD mice were more susceptible to the induced inflammatory challenge in terms of weight changes, histological, macroscopic scores and GC depletion (typical parameters of DNBS-induced colitis, Fig. 1A–B). Furthermore, mice delivered by CSD showed altered colon and serum cytokine profiles (GM-CSF, IL-23, MPC-1 and IL-1α) in the acute protocol (Fig. 1A) and colon profiles (Il-1α, MCP-1 and GM-CSF) in the chronic protocol (Fig. 1B). These results point toward a significant increase in the susceptibility to induced intestinal inflammation of CSD mice as shown by increased clinical signs of disease and inflammatory parameters. These results are in line with clinical data showing that infants born through CSD have a higher risk of developing IBD and with previous studies linking CSD with increased susceptibility to induced inflammation in mice [27, 49].

**Fig. 1:**
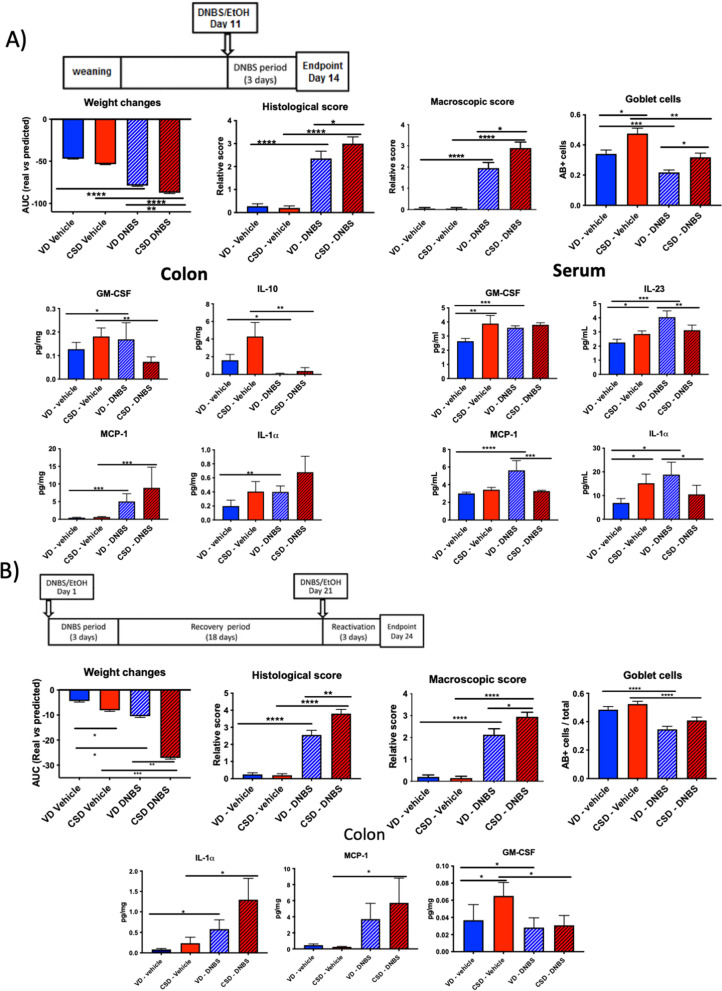
Acute and chronic chemical-induced colitis experiments. **A** DNBS-induced acute colitis model protocol. **B** DNBS-induced chronic colitis model protocol, weigh changes after DNBS injection, histological score, macroscopic score, goblet cells percentages, colon cytokine levels and serum cytokine levels. Groups: vaginal-delivered mice, non-inflamed (VD, vehicle, blue solid); vaginal-delivered mice, inflamed (VD-DNBS, blue striped); C-section-delivered mice, non-inflamed (CSD, vehicle, red solid); C-section-delivered mice, inflamed (CSD-DNBS, red striped). *n* = 20. DNBS, 2,4-dinitrobenzene sulphonic acid; EtOH, ethanol; GM-CSF, granulocyte–macrophage colony-stimulating factor; MCP-1, monocyte chemoattractant protein-1. *p-value < 0.05; **p-value < 0.01; ***p-value < 0.001; ****p-value < 0.0001

### CSD mice are colonized by a more complex microbiota in the very early life

In both humans and mice, CSD has been related to gut microbiota modifications. We thus compared the gut microbiota evolution at different time points between CSD and VD pups from 5 days until the end of the chronic colitis protocol (Fig. 2A). In general, 5-day microbiota was very different from the other time points tested (Fig. S1). Nonmetric multidimensional scaling (NMDS) analyses based on the Bray–Curtis dissimilarities showed that the microbiota composition was different according to the delivery method at 5 days, weaning and 6 weeks (Fig. 2B; *p*-value < 0.0001). Compared to CSD, VD pups have a decreased alpha diversity (Shannon index) and richness at 5 days (*p*-value < 0.05; Fig. 2C). In contrast, richness at weaning and 6 weeks and alpha diversity at 6 weeks were significantly higher in VD pups versus CSD ones (*p*-value < 0.05, Fig. 2C). Regarding the beta diversity, which concerns the differences within the groups, the Whittaker index was increased in CSD pups at 5 days (*p*-value < 0.05), indicating that microbiota is more heterogeneous within the CSD group compared to VD group. This shift from higher diversity to a lower alpha diversity in CSD individuals compared with VD ones and a higher heterogenicity among CSD microbiotas has also been observed in humans [19]. At 5 days and 6 weeks, composition differences were observed (*p*-value < 0.05, Tables S1, S2 and S3, Fig. S2A–B). The most affected genus was *Lactobacillus* which was reduced in CSD pups at 5 days (Table S4). In addition, CSD pups showed a decreased *Firmicutes/Bacteroides* ratio, often used as an indicator of bacterial ecosystem status (Fig. 2D). This result is not concordant with the microbiota differences found in humans, where CSD decrease the abundance of *Bacteroidetes* [18, 20]. These differences between mice and human responses to CSD in microbiota composition could be due to observed differences in genus-/species-specific abundances between the murine and the human gut microbiota that mirror the inherent differences between these two mammalian systems and their lifestyles [50].

**Fig. 2:**
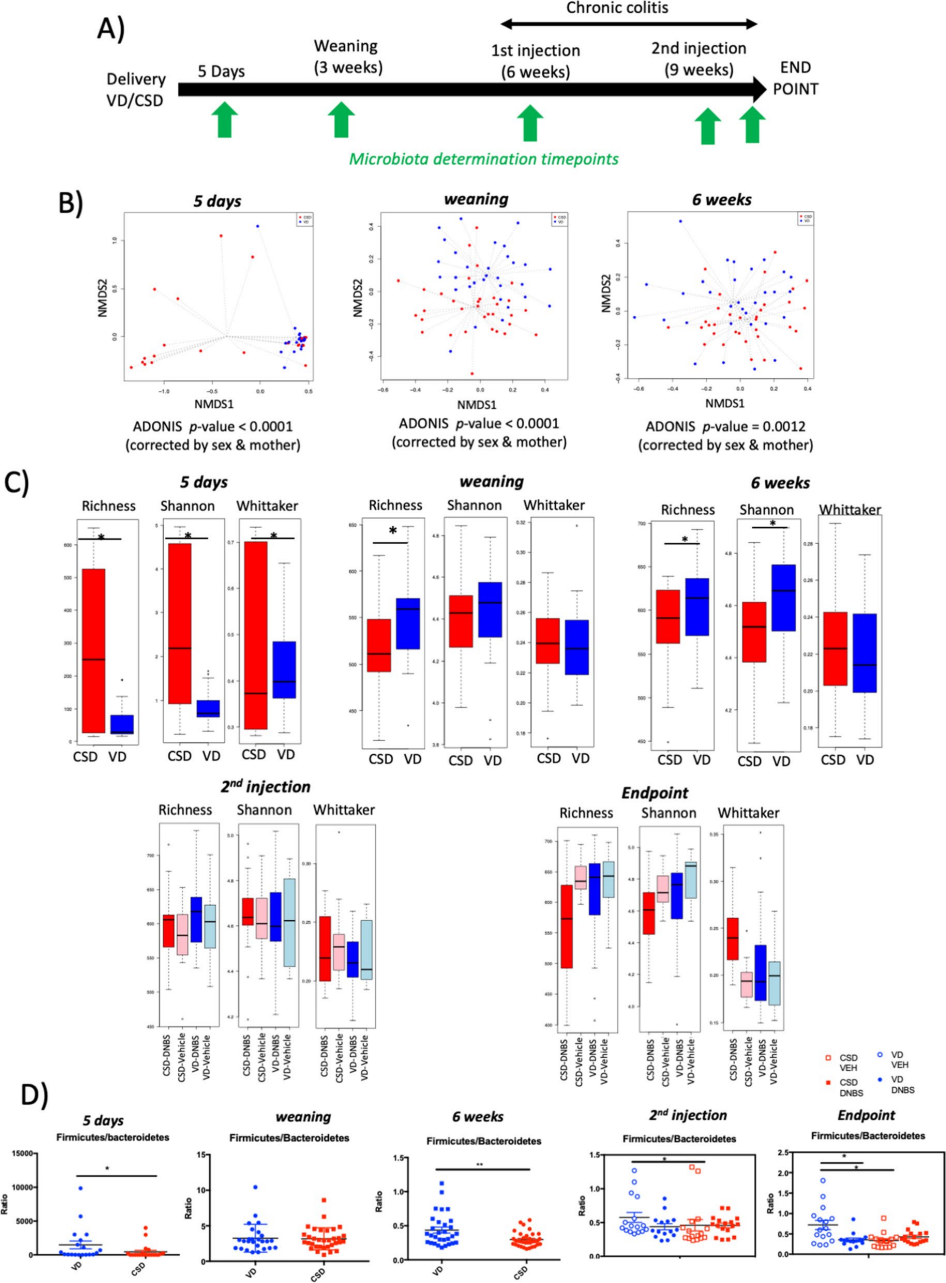
Microbiota analysis in early life. **A** Schema of the sampling procedures. **B** Nonmetric multidimensional scaling (NMDS) analyses based on the Bray–Curtis. **C** Richness, alpha and beta diversities and richness (measured by Shannon and Whitaker index). **D** *Firmicutes/Bacteroidetes* ratios. Sample size: 5 days, *n* = 31–33; weaning *n* = 31–33; 6 weeks, *n* = 32; second injection and endpoint, *n* = 18. Groups at 5 days, weaning and 6 weeks: vaginal delivery (VD, blue) and C-section delivery (CSD, red). Groups at second injection and endpoint: vaginal-delivered mice, non-inflamed (VD, vehicle, light blue); vaginal-delivered mice, inflamed (VD-DNBS, dark blue); C-section-delivered mice, non-inflamed (CSD, vehicle, light red); C-section-delivered mice, inflamed (CSD-DNBS, dark red). *p-value < 0.05; **p-value < 0.01

Regarding the chronic colitis protocol, the differences between VD and CSD disappear before the second injection and endpoint (data not shown). However, CSD pups react stronger to DNBS, with a higher decrease in alpha diversity and richness and a stronger increase in beta diversity at the endpoint (Fig. 2C), underlining a loss of bacterial diversity and a higher sample heterogenicity in CSD group in response to DNBS. Compositional differences were also observed (Fig. S2C–D). Of note, *Firmicutes/Bacteroides* ratio is decreased in non-inflamed CSD mice compared to non-inflamed VD mice, while CSD mice (inflamed or not) were similar to VD-inflamed mice (Fig. 2D).

Taken together, these results suggest that CSD pups, in contrast to VD ones, suffer a faster complexified primary colonization, show a higher diversity at birth followed by a slower expansion thereafter as it has been described in humans [51] and react stronger to colitis by losing microbiota diversity.

### CSD pups show a particular microbial correlation pattern in early life

Bacterial genera which were present in > 20% of the animals at 5 days (*n* = 34) were employed to infer the microbial correlation network using the SPCIT approach [39]. The resulting microbial network led to the identification of 18 nodes and 30 edges for VD pups and 32 nodes and 288 edges for CSD (Fig. 3B–D). As expected, in VD pups, the network centrality parameters indicate *Lactobacillus*, a dominant bacterium of the murine gut and vaginal microbiota as keystone genera (central node with the higher number of correlations) in the VD network (Fig. 3B). Instead, *Mucispirillum*, which inhabits the mucus layer, was identified as the keystone genus in samples collected from CSD mice (Fig. 3C).

**Fig. 3:**
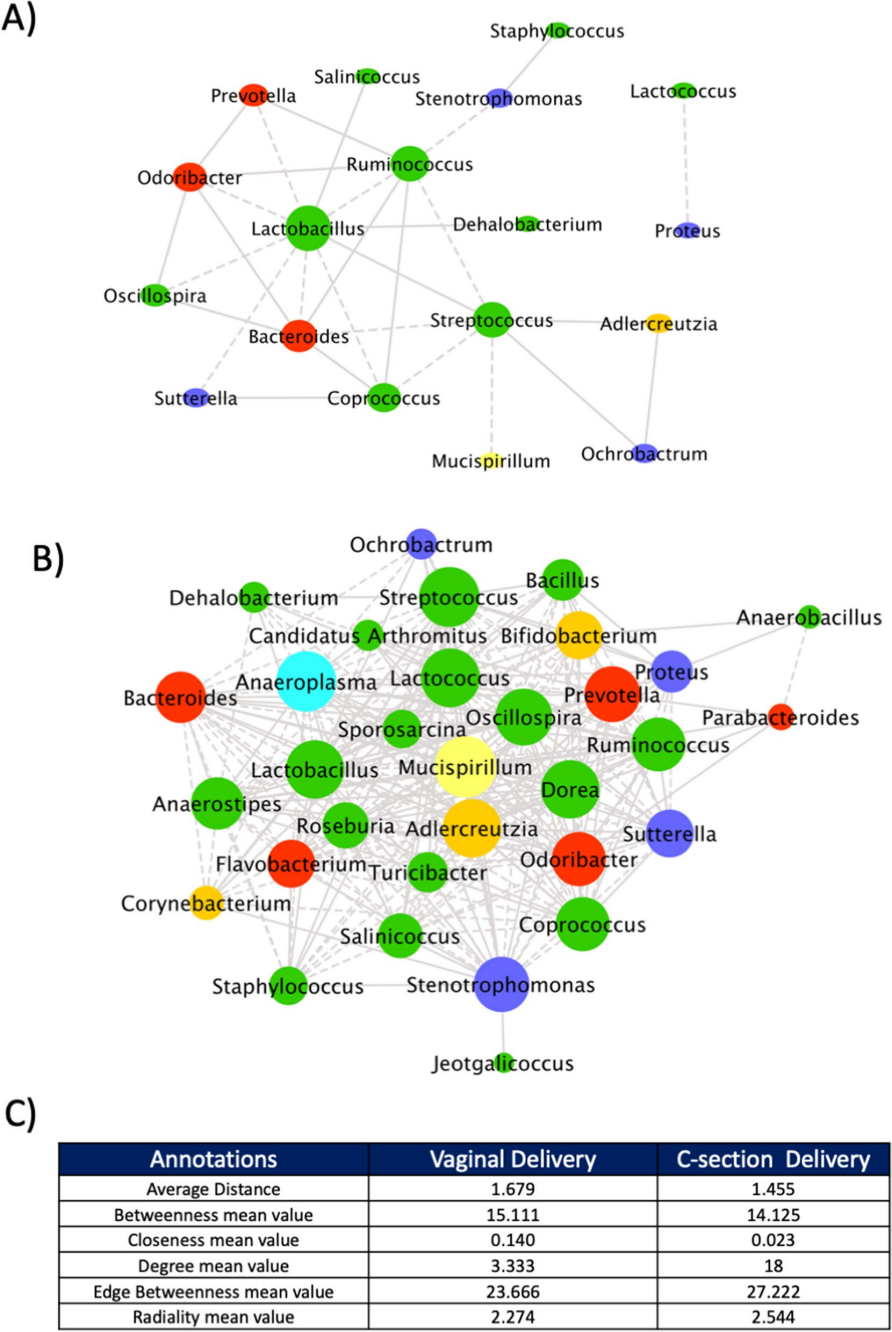
Microbiota origin and network. **A** and **B** Typical bacterial hub of VD (**B**) and CSD (**C**) mice at weaning. **C** Main parameters of VD and CSD pup networks. *N* = 31–33

These results indicate the presence of a completely different bacterial ecosystem due to the delivery method with potential consequences for the host. Although CSD pups display an excessive mature microbiota in their early life, they put aside key members of the gut microbiota as it is the case of *Lactobacillus* in mice, a major member of the murine gut microbiota. Taken together, these results highlight the presence of a complex ecosystem in CSD pups in contrast to VD ones whose gut ecosystem is still primordial. Nevertheless, caution should be made in transferring these findings to the human context as the murine and human gut microbiota differ in composition [50]. Besides, network analysis performed using a single time point may have missed potential additional correlations due to a limited sample size and lack of power.

### CSD pups’ microbiota has altered functionality and SCFAs production capacities

To gain insight into the peculiar functional variations of the gut microbiota, correspondent metagenomes were inferred using PICRUSt [44]. Clustering analysis highlighted a clear separation according to delivery mode (*p*-value = 2 × 10^−4^) (Figs. S3 and 4). In particular, the microbiota of CSD pups showed the presence of a higher metabolic activity than VD pups at 5 days (976 KEGG orthologs (KOs) overabundant and 143 underabundant in CSD versus VD pups). The differences between CSD and VD mice were maintained at 5 days (*p*-value < 0.0001), weaning (*p*-value = 0.2) and 6 weeks (*p*-value < 0.0001), along the inflammation protocol and until the endpoint in the vehicle groups (*p*-value < 0.0001).

As SCFAs are one of the most important metabolites produced by the gut microbiota, we determined their concentration in caecum samples at weaning. CSD exhibited a lower butyrate/acetate ratio due to both an increase in acetate and a decrease in butyrate proportion (*p*-value < 0.05) (Fig. 4A), highlighting a possible dysregulation of the metabolic interdependence between these two SCFAs. Indeed, at 5 days, CSD pups presented an increase in the presence of the main activities related to butyrate synthesis (buk, 4Hbt and Ato) (*p*-value < 0.05). At weaning, 4Hbt and Ato tended to be decreased (Fig. 4B). Of note, Ato is the enzyme that converts acetate to butyrate, confirming the potential dysregulation of this process. During inflammation, Ato and 4Hbt were increased in CSD compared to VD in non-inflamed groups and decreased in inflamed ones (Fig. 4B).

**Fig. 4:**
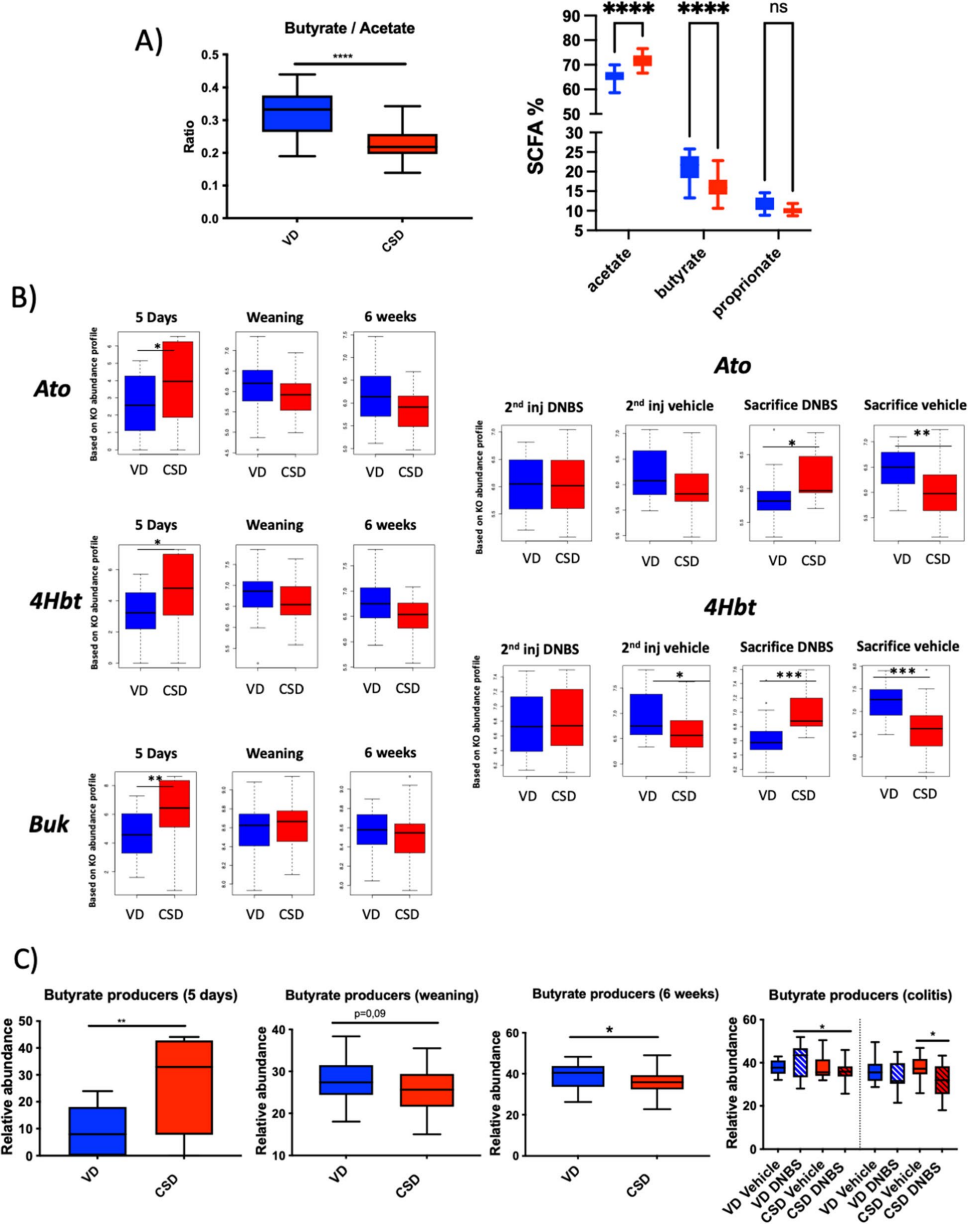
Short-chain fatty acid analyses. **A** Butyrate/acetate ratio and percentage of acetate and butyrate at caecum samples at weaning. **B** Modulation of KEGG orthologs involved in butyrate production pathway predicted by PICRUSt approach (butyrate kinase [buk, K00929], vinylacetyl-CoA 3,2-isomerase [AbfD, 4Hbt, K14534] and butyryl-CoA:acetate CoA transferase [Ato, K01034]). **C** Comparison of butyrate producer genus at 5 days, weaning, 6 weeks, second injection and endpoint (VD versus CSD). Groups: vaginal-delivered mice, non-inflamed (VD-vehicle, blue solid); vaginal-delivered mice, inflamed (VD-DNBS, blue striped); C-section-delivered mice, non-inflamed (CSD vehicle, red solid); C-section-delivered mice, inflamed (CSD-DNBS, red striped). *N* = 18–22. *p-value < 0.05; **p-value < 0.01; ***p-value < 0.001; ****p-value < 0.0001

Subsequently, we analysed the presence of butyrate-producing genera (Fig. 4C). Only 5 butyrate-producing bacterial genera [46] were detected in our samples (*Odoribacter*, *Coprococcus*, *Roseburia*, *Clostridium and Anaerostipes*) (Table S5). Their abundance in CSD pups increased at day 5 and decreased at later time points (Fig. 4C), in accordance with PiCRUSt data and SCFA dosages. At the second injection, the butyrate producer genera relative abundances were significantly lower in DNBS-inflamed CSD pups than in VD-inflamed ones (Fig. 4C), with a significant reduction of one butyrate producer genera (*Anaerostipes*) (*p*-value < 0.05). This tendency continues at the endpoint with a significant reduction in butyrate producer levels when comparing CSD-vehicle mice to CSD-DNBS mice (*p*-value < 0.05).

Taken together, these findings suggest that SCFA production is altered by CSD in early life, switching from an increase in butyrate producers just after birth, to a decrease of their abundance thereafter. Of note, CSD human infants have more butyrate in faecal samples than VD ones in the early life [52]. This suggests the presence of an overly mature bacterial microbiota early in life and the consequent dysregulation of intestinal homeostasis from this moment onward. Furthermore, DNBS insult allowed us to detect the altered reaction of CSD mice microbiota to the inflammatory challenge, with a decrease in the levels of butyrate producers. SCFAs stimulate mucin synthesis, increase cell proliferation, modulate enterocyte differentiation and have immunomodulatory effect [53–55]. Due to the importance of SCFAs on gut homeostasis, our results point to butyrate and acetate disturbances as the potential microbial precursors of the increased sensitivity to inflammation observed in CSD pups in the long term.

### CSD alters gut barrier structure and permeability

Since the microbiota has been found to participate in gut barrier maturation [56], we decide to evaluate the physical intestinal barrier by analysing the epithelial structure and population of GC, responsible for mucus production, in the colon and ileum. In mice, adult-type epithelial enterocytes appear around 2 weeks of age, and complete closure of the gut barrier occurs around weaning [57]. HES-stained slides showed that CSD pups have lower crypts density at 5 days and longer crypts at weaning (*p*-value < 0.05; Fig. 5A, B). CSD pups have significantly higher Alcian blue (AB, acid mucin specific)-positive GCs at both 5 days and weaning (*p*-value < 0.05), and less periodic acid-Schiff (PAS, acid and neutral mucin staining) GCs at 5 days, pointing out for an increase of acidic mucin-producing GCs and a decrease in neutral ones due to CSD (Fig. 5A, B).

**Fig. 5:**
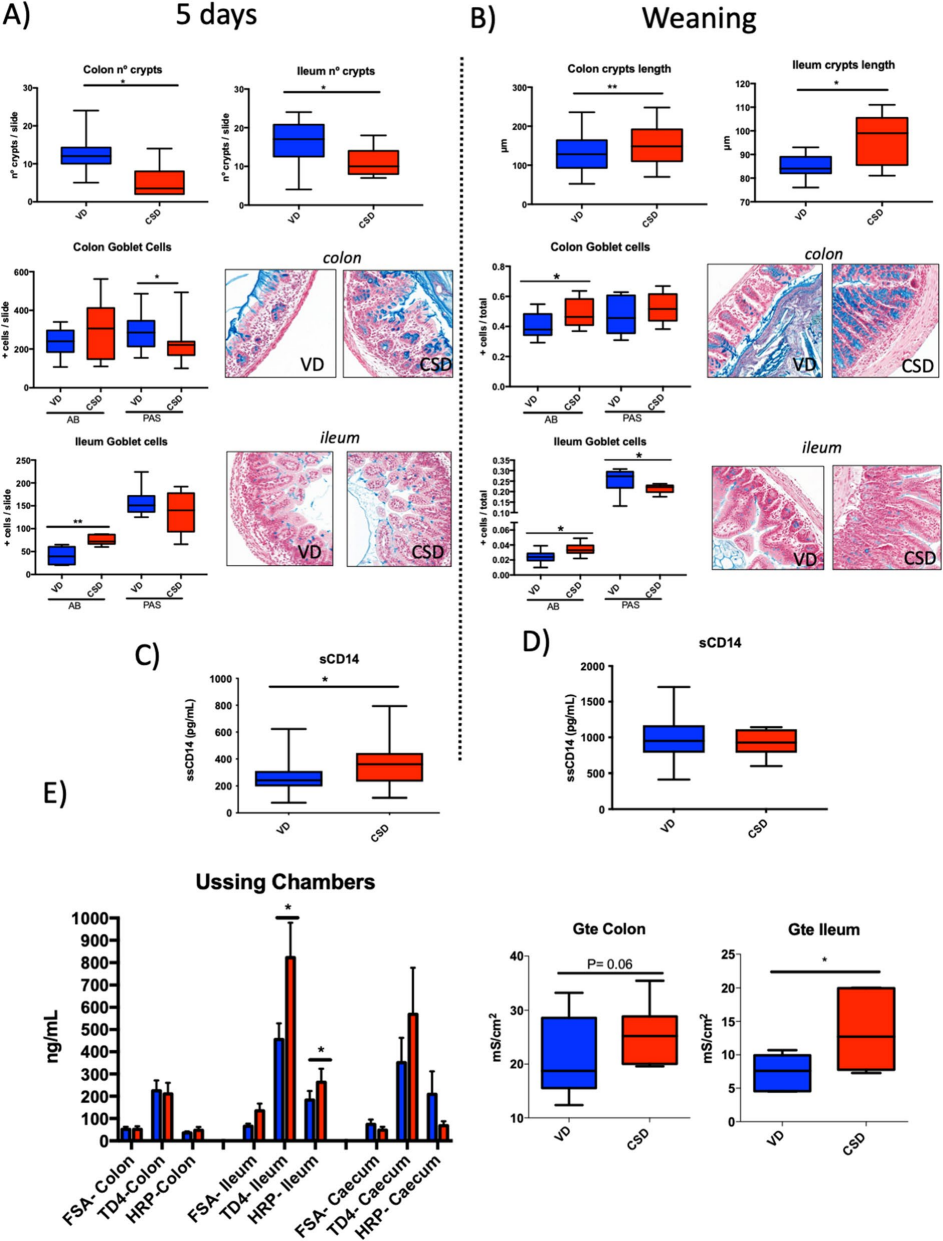
Gut barrier structure and permeability features at 5 days and weaning. **A** Colon or ileum number of crypts at 5 days (*n* = 7–8); percentage of goblet cells along with representative photos of colon and ileum samples, stained by Alcian blue or PAS. **B** Crypt length and goblet cell percentages along with representative photos of colon or ileum samples, stained by AB or PAS at weaning (*n* = 6–10). **C** and **D** Concentration of sCD14 in serum samples at 5 days (*n* = 20) and weaning (*n* = 20). **E** Global permeability measured by the tracer FITC-dextran in serum at weaning (*n* = 28). Permeability to the tracers FSA, TD4 and HRP of colon, ileum and caecum tissues mounted in Ussing chambers (*n* = 10). Electrical conductance of colon and ileum tissues mounted in Ussing chambers (*n* = 10). Groups: vaginal delivery (VD, blue) and C-section delivery (CSD, red). AB, Alcian blue; PAS, periodic acid-Schiff. *p-value < 0.05; **p-value < 0.01

Since the selective permeability of the intestinal barrier is very important in the early life [56], we determined the effect of these structural differences on global permeability. At 5 days, CSD pups showed higher levels of sCD14, a marker for bacterial translocation (Fig. 5C). However, these differences were corrected at weaning (Fig. 5D). To directly assess local permeability at weaning, colon, ileum and caecum samples from CSD and VD, mice were mounted in vitro in Ussing chambers. CSD pups showed increased paracellular (TRITC-Dextran, TD-4) and transcellular (Horseradish peroxidase, HRP) ileum permeability, but no change in colon and caecum were detected (Fig. 5E). Besides, electrical measures showed an increased conductance in CSD ileum (*p*-value < 0.05) and a trend in colon tissues (*p*-value = 0.06, Fig. 5E) confirming the presence of altered tissues at both colon and ileum.

Taken together, these data showed that both colon and ileum of CSD pups exhibited an increase in acid mucins, as observed in chronically inflamed epithelium in humans [58] and an altered acid/neutral mucin ratio as observed in IBD patients [59]. Furthermore, the epithelial structure was modified due to CSD, with an increase in crypt numbers or size with the consequent increase on intestinal permeability, a feature commonly observed in a low-grade intestinal inflammation.

### CSD modulates host transcriptome, especially functions related to intestinal morphology

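Colon RNA of 16 SWISS pups at weaning (3 weeks of age) was hybridised on 1-colour Agilent mouse expression arrays, 1 array per pup. SWISS mice are an outbred stock, so that litters can differ in their alleles. There were 8 CSD pups (4 females and 4 males) and 8 VD pups (2 females and 6 males). The pups came from 4 litters, since 2 biological mothers were sampled per delivery mode. The CSD litters, of mothers 3 and 4, gave 4 pups each, with 2 females and 2 males in each litter. The VD litters gave 5 pups of mother 5 (2 females and 3 males) and 3 male pups of mother 6. No mother had pups in both groups, so delivery mode varied only between litters. The arrays lay on 2 slides, each with 4 CSD and 4 VD pups. The authors deposited the scanner output of every array (a mean intensity and a local background per spot, extracted with Agilent's Feature Extraction software) and a gene matrix of normalized log2 values. Between 61.6% and 64.5% of the spots that were not controls lay well above background in CSD pups (median 63.8%), against 58.7% to 64.9% in VD pups (median 64.2%), and 0 spots were saturated. Starting from the scanner output, normexp background correction with an offset of 50, a log2 scale and quantile normalization between arrays were applied with limma. Spots that the scanner software had marked as outliers (65 to 205 per array) were left out. Spots of a probe were averaged, probes above the 5% quantile of their array in at least 4 arrays were retained (56366 of 56605), and probes of a gene were averaged, which gave 36711 genes. The paper's methods name limma, the log2 scale, the quantile normalization and this filter, but not the kind of background correction, and with the other corrections tried the number of differentially expressed genes was lower, between 102 and 243. Each gene was fitted with delivery mode and sex as fixed effects and the biological mother as a random effect through duplicateCorrelation, with Benjamini-Hochberg adjustment at 5%. A gene is called below where its adjusted p lies under that limit. With 2 litters per delivery mode, the number of litters limits the precision of every comparison between the groups. The sex recorded for each pup was checked with Xist, which lay between 9.09 and 9.36 (log2 intensity) in the 6 females and between 5.91 and 6.18 in the 10 males. In the same way, 0 pups were out of place in Ddx3y, Uty, Kdm5d and Eif2s3y.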

To explore the mechanisms underlying the effects of CSD on gut barrier structure and immunomodulation, we analysed the tissue colon transcriptome of CSD and VD pups at weaning using microarray Agilent Technology. Transcriptome analysis revealed that the expression of 178 genes differed between the two groups (adj. *p*-value < 0.05) (87 upregulated and 91 down-regulated genes; Table S6). 

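Of the 36711 genes tested, 460 were called between CSD and VD pups with limma, 259 higher and 201 lower in CSD, and 5307 genes had an unadjusted p under 0.05. Most differences were small, with a median absolute log2 fold change of 0.28 among the called genes, 382 of them under 1.5-fold and 34 with an absolute log2 fold change above 1. In all 460 called genes both CSD litter means lay on the same side of both VD litter means, which 42.0% of all genes showed, against 33.3% by chance. The values of all 8 CSD pups lay apart from those of all 8 VD pups in 146 of the 460. These genes were chosen by their difference between the same pups, so neither count among them is separate evidence of a difference. The number called depended on the processing. With the same model it was 170 in the authors' deposited matrix (85 higher, 85 lower), against 178 in the paper. It also depended on the litters, with 2265 genes called without the litter of mother 6 and 138 without that of mother 4. With the litters as samples (2 against 2) 0 genes were called and 4034 had an unadjusted p under 0.05 in limma.
The largest increases were in angiogenins, small secreted ribonucleases. Ang4 (chromosome 14, mm9) had a log2 intensity of 14.10 ± 1.72 (SD, n = 8) in CSD pups and 9.98 ± 2.08 (SD, n = 8) in VD pups. Its log2 fold change, adjusted for sex, was 3.66 (standard error 0.84, adjusted p = 0.0465 from limma with Benjamini-Hochberg adjustment). The spread between pups was wide in both groups, 3 of 8 CSD pups lay above every VD pup, and an exact two-sided permutation test gave p = 0.00249. Like the permutation tests below, it shuffled pups and took neither litters nor sex into account. The log2 fold changes of Ang3 (3.59), Ang6 (3.58), an angiogenin pseudogene (ENSMUST00000162314, 3.42) and Ang2 (3.22) were close to that of Ang4, and VD pup 4 was the highest VD pup in each. These genes are close paralogs, so that their probes could share signal, and Ang4 fell short of the limit in 31 of 42 alternatives.
The largest decreases were in BC049730 and B4galnt2, which encodes a glycosyltransferase of the intestinal epithelium. BC049730 (chromosome 7) fell from 9.11 ± 1.32 (SD, n = 8) in VD to 6.66 ± 0.53 (SD, n = 8) in CSD pups, with a log2 fold change of -2.19 (standard error 0.43, adjusted p = 0.0242, limma). B4galnt2 (chromosome 11) was at 7.09 ± 1.21 (SD, n = 8) in CSD and 9.05 ± 0.32 (SD, n = 8) in VD pups, a log2 fold change of -2.10 (standard error 0.42, adjusted p = 0.0256, limma). Both genes were well above background on all 8 VD arrays but on only 5 of the 8 CSD arrays, so that the size of their decrease is less well measured. With the intensity corrected by the scanner software and quantile normalization BC049730 reached a log2 fold change of -3.63 and B4galnt2 one of -3.74, so that their order was reversed. Each fell short of the limit in 13 of 42 alternatives. The 2 probes of B4galnt2 disagreed in size. One differed by -3.26 between the group means and was well above background on 5 CSD arrays, the other by -0.65 and on 1 CSD array. An immunoglobulin kappa variable 3-10 probe (ENSMUST00000196940, chromosome 6) was lower in every CSD pup than in every VD pup (log2 fold change -2.06, standard error 0.32, adjusted p = 0.00747, limma; exact permutation test, p = 0.000155, the smallest that 8 pups against 8 allow). The probe ENSMUST00000103397, placed on the same segment, gave -2.03. The immunoglobulin heavy chain segment V9-2 (ENSMUST00000103472) had a log2 fold change of -1.89 and was well above background on 5 CSD arrays. It fell short of the limit in 27 of 42 alternatives, among them the other background corrections and the deposited matrix, against 6 of 42 for each kappa probe.

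**Figure D1:**
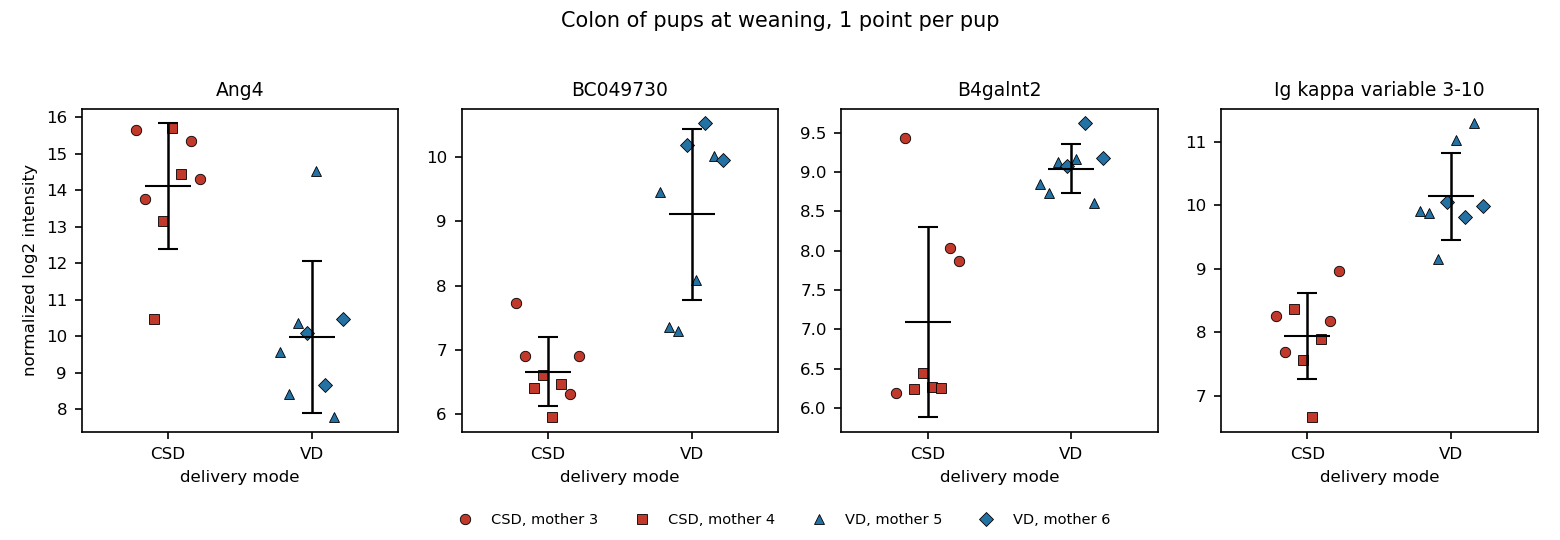
Normalized log2 intensity in the colon of each pup for Ang4, BC049730, B4galnt2 and the immunoglobulin kappa variable 3-10 probe ENSMUST00000196940, by delivery mode, with the mean and SD of 8 pups per group as bars and a symbol for each litter. VD pup 4 lies at 14.52 in Ang4, above the other VD pups, and 3 CSD pups of mother 3 lie above the other CSD pups in B4galnt2.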

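Igf2bp1, Myc, Myb and Gdnf were examined in each pup. Igf2bp1 (NM_009951, chromosome 11 of mm9, probe at 95824102 to 95824161) is an mRNA-binding protein. It was measured by 1 probe at a log2 intensity of 7.18 ± 0.23 (SD, n = 8) in CSD and 6.73 ± 0.20 (SD, n = 8) in VD pups, where it was well above background on 7 of 8 arrays. Its log2 fold change was 0.44 (standard error 0.11) and its adjusted p of 0.0614 from limma lay above the 5% limit. In an exact two-sided permutation test of the group means p was 0.00124, but 3 of 8 CSD pups lay above the highest VD pup, VD pup 7. Without that pup the log2 fold change was 0.50 and the adjusted p 0.0211.
Myc (NM_010849, chromosome 15, probes between 61820925 and 61821476) is a transcription factor that drives proliferation. It was at 8.54 ± 0.08 (SD, n = 8) in CSD and 8.21 ± 0.08 (SD, n = 8) in VD pups, a log2 fold change of 0.34 (standard error 0.04, adjusted p = 0.00254, limma), with 2 probes that gave 0.41 and 0.26. Without the litter of mother 5 its adjusted p was 0.0587. Myb (NM_010848, chromosome 10), a transcription factor of progenitor cells, was at 10.58 ± 0.08 (SD, n = 8) in CSD and 10.20 ± 0.08 (SD, n = 8) in VD pups, a log2 fold change of 0.36 (standard error 0.04, adjusted p = 0.0013, limma), with 3 probes between 0.29 and 0.45. In both genes every CSD pup lay above every VD pup. An exact permutation test, which shuffled pups and not litters, gave p = 0.000155 for each.
Gdnf (NM_010275, chromosome 15, probes between 7784398 and 7787533) encodes a growth factor of enteric neurons. It was lower in CSD pups, at 7.22 ± 0.11 (SD, n = 8) against 7.48 ± 0.08 (SD, n = 8) in VD pups, a log2 fold change of -0.25 (standard error 0.05, adjusted p = 0.0306, limma). In 7 of 8 CSD pups the value was under that of every VD pup (exact permutation test, p = 0.000311). Its 2 probes differed. One was well above background on every array and lower by 0.52 in CSD pups (8.41 ± 0.20 against 8.93 ± 0.16, SD, n = 8 each), while the other was above background on 0 arrays and stood at 6.03 in both groups. Gdnf stayed lower in CSD pups in every alternative tried, with log2 fold changes from -0.55 to -0.16, and fell short of the limit in 17 of 42.

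**Figure D2:**
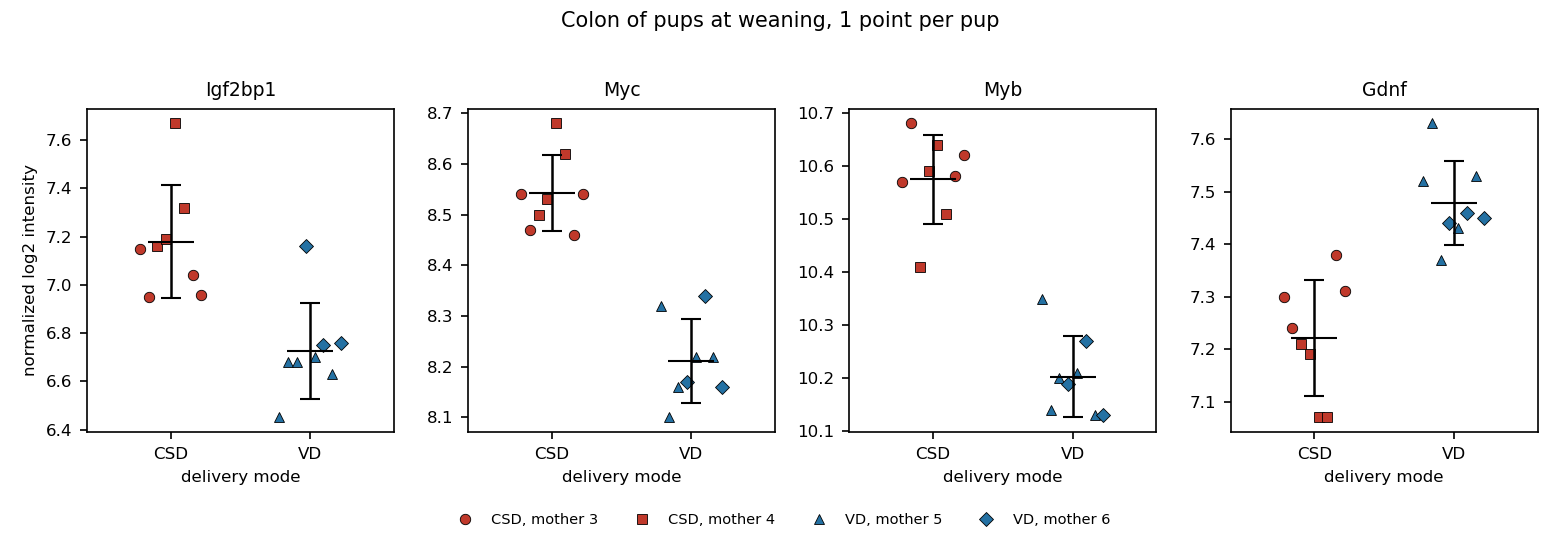
Normalized log2 intensity of Igf2bp1, Myc, Myb and Gdnf in the colon of each pup, by delivery mode, with the mean and SD of 8 pups per group as bars and a symbol for each litter. All CSD pups lie above all VD pups in Myc and Myb, 3 of 8 do so in Igf2bp1, and 7 of 8 lie under all VD pups in Gdnf.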

In line with the observed structural abnormalities, CSD pups exhibited an increased expression of genes related to cell survival, progenitor cells proliferation and colonocytes accumulation at weaning (*IGF2BP1*, *MYC*, *MYB*, *GDNF*; Fig. 6A). 

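Ingenuity Pathway Analysis was not run here. Instead, 47 lists of mouse genes for pathways, functions, tissues and cell types, written by hand before the data were examined, were tested with limma's fry, which takes all members of a list together. When a shift in one direction was tested, 0 of 47 lists passed a Benjamini-Hochberg adjusted p of 0.05. When changes in either direction were tested, 20 lists did. Among them were the lists for housekeeping genes (adjusted p = 0.0463, fry) and for small intestine (adjusted p = 9.56e-06, fry). Passing in either direction therefore does not by itself set a pathway apart from other genes. The camera test with a preset correlation of 0.01 between genes put 13 lists past the limit in one direction, and 0 of these held under fry. With the correlation between littermates fixed at 0.1 in place of the estimated 0.015, 84 of the 460 genes were called. Of the list members named below, only Myc was followed through the alternatives, so how far the others hold is not known.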

Functional analysis of all the modulated genes showed that 19 pathways were differentially modulated by CSD (log *p*-value < 1.3; Fig. 6B). Among them, we found protein kinase A signaling and PI3-kinase/Akt pathways as well as Bcl2-associated athanogene, all of which related to abnormalities in proliferation rates [60–63]. Furthermore, CSD was associated with alterations in several pathways related to cellular responses to stress, signaling and cell differentiation including ERK5, 14–3-3 and inositol pyrophosphate pathways [64–66]. 

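Protein kinase A signalling was represented by 43 genes on the array, 27 higher and 16 lower in CSD pups, with a median log2 fold change of 0.02. It showed no shift in one direction (adjusted p = 0.23 from limma's fry) but changes in both (adjusted p = 2.98e-07, fry). In this list 3 genes were called over all genes and 9 when adjusted over the list alone. The phosphodiesterase Pde7a was higher in CSD pups (9.89 ± 0.10 against 9.46 ± 0.13, SD, n = 8 each), with a log2 fold change of 0.42 (standard error 0.06, adjusted p = 0.00451, limma). Crebbp was also higher (0.22, adjusted p = 0.0344, limma), while Pde1b was lower (-0.26, adjusted p = 0.0242, limma). The PI3-kinase/Akt list had 38 genes, 21 of them higher, a median log2 fold change of 0.01 and an adjusted p of 7.29e-05 for changes in either direction against 0.754 for a shift. Of the 2 genes called, Pdpk1 was higher by 0.16 on the log2 scale and Gsk3a was lower, with a log2 fold change of -0.17. Adjusted over the list alone, 3 passed. In the list for the Bcl2-associated athanogene pathway, 16 of 25 genes were higher, with a shift that passed the limit in camera (adjusted p = 0.0296) but not in fry (adjusted p = 0.138), where changes in either direction had an adjusted p of 9.36e-14. Hsp90aa1 was called in this list, with 11.24 ± 0.19 (SD, n = 8) in CSD and 10.77 ± 0.13 (SD, n = 8) in VD pups (log2 fold change 0.44, standard error 0.08, adjusted p = 0.0147, limma), as was Myc, and 8 genes passed when adjusted over the list alone.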

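Among 33 genes of ERK5 signalling, 20 were higher in CSD pups and the median log2 fold change was 0.03, while the mean was 0.00. A shift of the list was not past the limit (adjusted p = 0.153 from limma's fry), whereas changes in either direction were (adjusted p = 2.89e-07). Besides Myc, Mef2c was called, at 7.31 ± 0.16 (SD, n = 8) in CSD and 7.59 ± 0.08 (SD, n = 8) in VD pups, a log2 fold change of -0.29 (standard error 0.07, adjusted p = 0.0449, limma). Adjusted over the list alone, 8 genes passed. For 14-3-3 signalling, 17 of 30 genes were higher. Ywhab, which encodes a 14-3-3 protein, rose (log2 fold change 0.22, standard error 0.03, adjusted p = 0.0062, limma) and Hdac5 fell (-0.20, standard error 0.04, adjusted p = 0.0362, limma), 2 of the 3 genes that passed when adjusted over the list alone. The inositol pyrophosphate list (18 genes, 12 higher) held Ippk, higher by 0.20, and Ip6k2, with a log2 fold change of -0.28 (9.66 ± 0.10 in CSD against 9.95 ± 0.07 in VD, SD, n = 8 each; adjusted p = 0.0119, limma). These changes were all under 1.5-fold. For 14-3-3 the adjusted p was 0.607 for a shift and 1.23e-05 for changes in either direction, and for inositol pyrophosphates 0.204 and 9.81e-10 (fry).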

Besides, CSD was also associated with alterations in Wnt/β-catenin and Wnt/Ca^+^ signalling; both pathways involved in the maintenance of stem cells and differentiation into specific cell lineages such as secretory cells in the intestine [67].

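In the Wnt/β-catenin list, 31 of 61 genes were higher and 30 lower in CSD pups, with a median log2 fold change of 0.00. Changes in either direction passed the limit (adjusted p = 4.02e-13 from limma's fry), a shift in one direction did not (adjusted p = 0.607). The 3 genes called were Myc, Gsk3a (10.68 ± 0.06 in CSD against 10.85 ± 0.05 in VD, SD, n = 8 each; adjusted p = 0.0195, limma) and the receptor Fzd6, which was lower in CSD pups (8.12 ± 0.12 against 8.38 ± 0.08, SD, n = 8 each; log2 fold change -0.25, standard error 0.06, adjusted p = 0.0382, limma), and 8 passed when adjusted over the list alone. Fzd6 was also the gene called among the 39 of Wnt/Ca signalling, where 20 were higher and 19 lower, and 5 passed when adjusted over the list alone. Its list gave an adjusted p of 6.3e-13 for changes in either direction and 0.7 for a shift.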

**Fig. 6:**
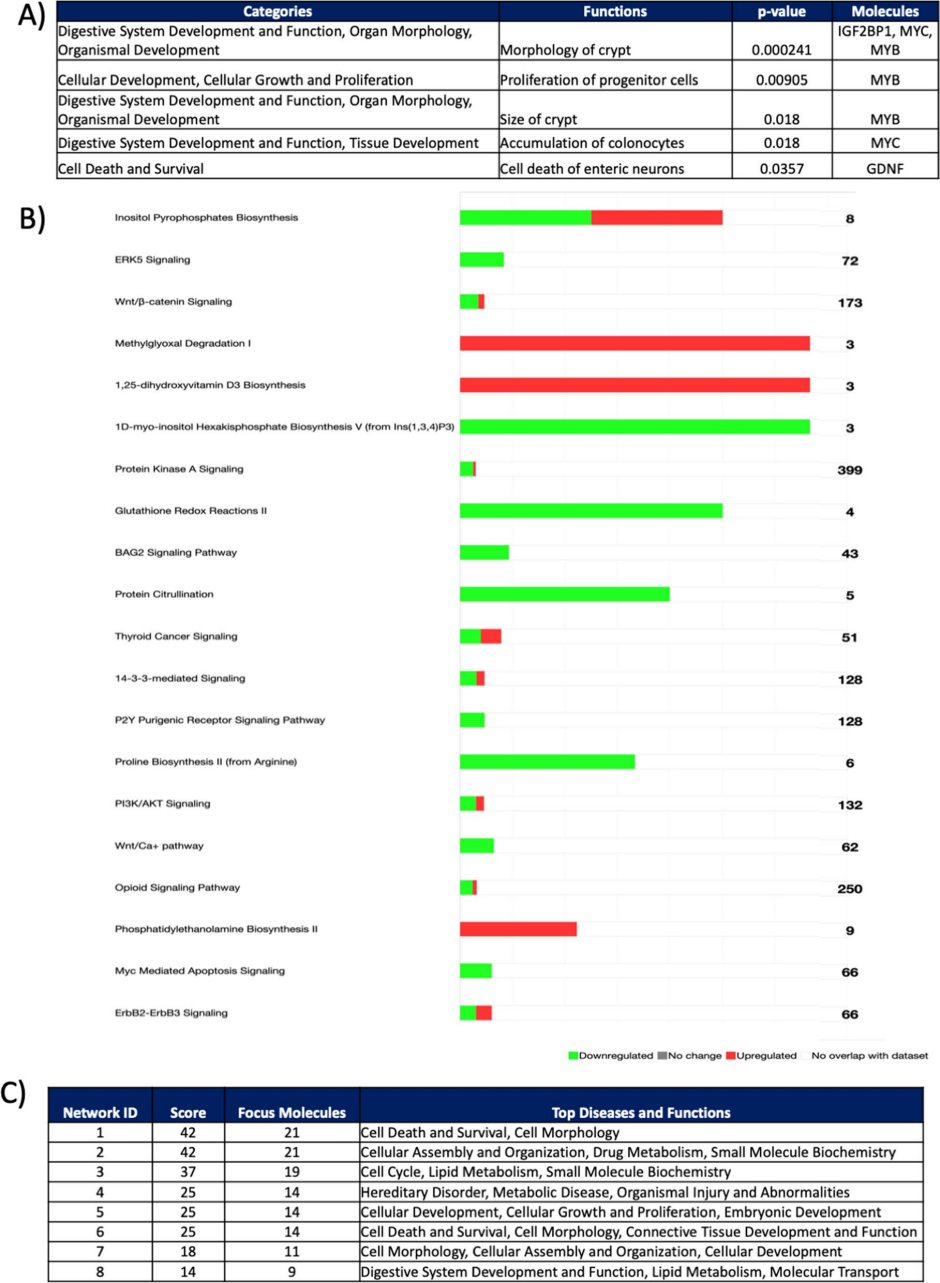
Transcriptome analysis of colon samples at weaning. A Functional analysis of differential expressed (DE) genes (*n* = 5). B Predicted Effect (*p*-value < 0.005) of DE genes on biological functions modulated by CSD and related categories. Top ranked canonical pathways (−log(*p*-value) > 1.3) in Ingenuity Pathway Analysis (IPA) for DE genes between CSD and VD pups (green downregulated, red upregulated). C Top-ranked enriched networks based on IPA network analysis of differentially expressed proteins and metabolites in the CSD group and diseases and functions related

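Mature microRNAs were not analysed here, and mir-21 was approached through its reported targets. Of 32 targets on the array, 21 were lower and 11 higher in CSD pups, with a median log2 fold change of -0.03 and a mean of -0.08. The shift passed the limit with camera (adjusted p = 0.0445) but not with limma's fry (adjusted p = 0.193), in which changes in either direction passed (adjusted p = 7.5e-10). Dusp8, which encodes a phosphatase of MAP kinases, was the target called, at 8.56 ± 0.12 (SD, n = 8) in CSD and 9.04 ± 0.21 (SD, n = 8) in VD pups (log2 fold change -0.51, standard error 0.08, adjusted p = 0.00966, limma), and 5 targets passed when adjusted over the list alone. In a list of 23 phosphatases that limit AKT and MAPK signalling, 13 were lower and 10 higher. Dusp8 was again the gene called over all genes and 1 of 2 adjusted over the list alone, and the adjusted p was 0.222 for a shift and 6.45e-07 for changes in either direction (fry).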

The IPA upstream regulators analysis that in silico identifies the upstream regulators that may be responsible for gene expression changes showed significant activation of the regulator mir-21, an onco-miR which acts by inhibiting the expression of phosphatases limiting AKT and MAPK signaling and unchaining uncontrolled proliferation [68]. 

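Lipid metabolism was examined with 34 genes, of which 19 were lower and 15 higher in CSD pups. The median log2 fold change was -0.01 and the adjusted p was 0.153 for a shift and 0.00137 for changes in either direction (limma's fry). Srebf2, a regulator of sterol synthesis, was called, at 10.87 ± 0.11 (SD, n = 8) in CSD and 11.13 ± 0.10 (SD, n = 8) in VD pups (log2 fold change -0.27, standard error 0.06, adjusted p = 0.0342, limma), and 6 genes passed when adjusted over the list alone. In the cell cycle list 24 of 30 genes were lower in CSD pups, by little (median log2 fold change -0.06). The smallest unadjusted p was that of Mcm5 (0.0403, limma; adjusted p = 0.314), and the list passed the limit neither for a shift (adjusted p = 0.7, fry) nor for changes in either direction. Among 20 genes of crypt stem and progenitor cells, 11 were higher and 9 lower, with adjusted p of 0.607 and 0.172 in the same tests. Hopx had the smallest p (log2 fold change -0.29, standard error 0.08, adjusted p = 0.0768 over all genes and 0.0325 over the list alone, limma), followed by Prom1 (0.14, adjusted p = 0.225).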

Finally, network analysis using IPA revealed the presence of 8 CSD-modulated networks (Fig. 6C), including several networks related to cellular morphology, assembly, growth and proliferation, digestive system development and lipid metabolism.

Taken together, the transcriptome results confirm that CSD is associated with an alteration of a network of genes involved in cell death, survival and proliferation, leading to an altered intestinal morphology at weaning.

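For cell death and survival, 34 genes on the array were tested as a list. In CSD pups 14 were higher and 20 lower, with a median log2 fold change of -0.02, and 0 genes were called with limma, either over all genes or when adjusted over the list alone, while 6 had an unadjusted p under 0.05. Fadd, an adaptor of death receptors, was lower in CSD pups (8.97 ± 0.11 against 9.15 ± 0.06, SD, n = 8 each; log2 fold change -0.17, adjusted p = 0.114, limma), and Xiap, an inhibitor of caspases, was higher (0.19, adjusted p = 0.128, limma). The list did not shift as a whole (adjusted p = 0.7 from limma's fry), and changes in either direction had an adjusted p of 0.104. From the transcriptome results, that is the differentially expressed genes and the pathways, upstream regulator and networks that Ingenuity Pathway Analysis drew from them, the paper concludes that CSD goes together with a change in a network of genes of cell death, survival and proliferation, which leads to an altered morphology of the intestine at weaning.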

### CSD modify local and systemic immune status

In early life, the immaturity of the intestinal barrier function parallels the immaturity of the immune system, resulting in a higher passage of antigens through the intestine [57]. Disruption of the gut barrier could increase mucosal inflammation and even lead to systemic inflammation. At 5 days, CSD pups showed higher serum levels of lipocalin-2 (Lcn-2), an early inflammatory marker (*p*-value < 0.05) (Fig. 7A). The same signal was observed at 3 weeks, although the difference was not statistically significant due to a higher heterogenicity of samples (Fig. 7B). The presence of an early pro-inflammatory status at systemic and intestinal levels in CSD pups was confirmed by the increased levels of pro-inflammatory cytokine levels in serum (MCP-1, IL-1α), ileum (IFN-γ) and colon samples (IL-1α, IFN-γ, MCP-1, IL-6, IL-12 70p, GM-SCF) at 5 days and a decreased level of colonic IL-10 (Fig. 7A). However, at weaning, most of these differences disappeared with the only persistence of an increased IL-1β level in the colon of CSD pups (Fig. 7B).

**Fig. 7:**
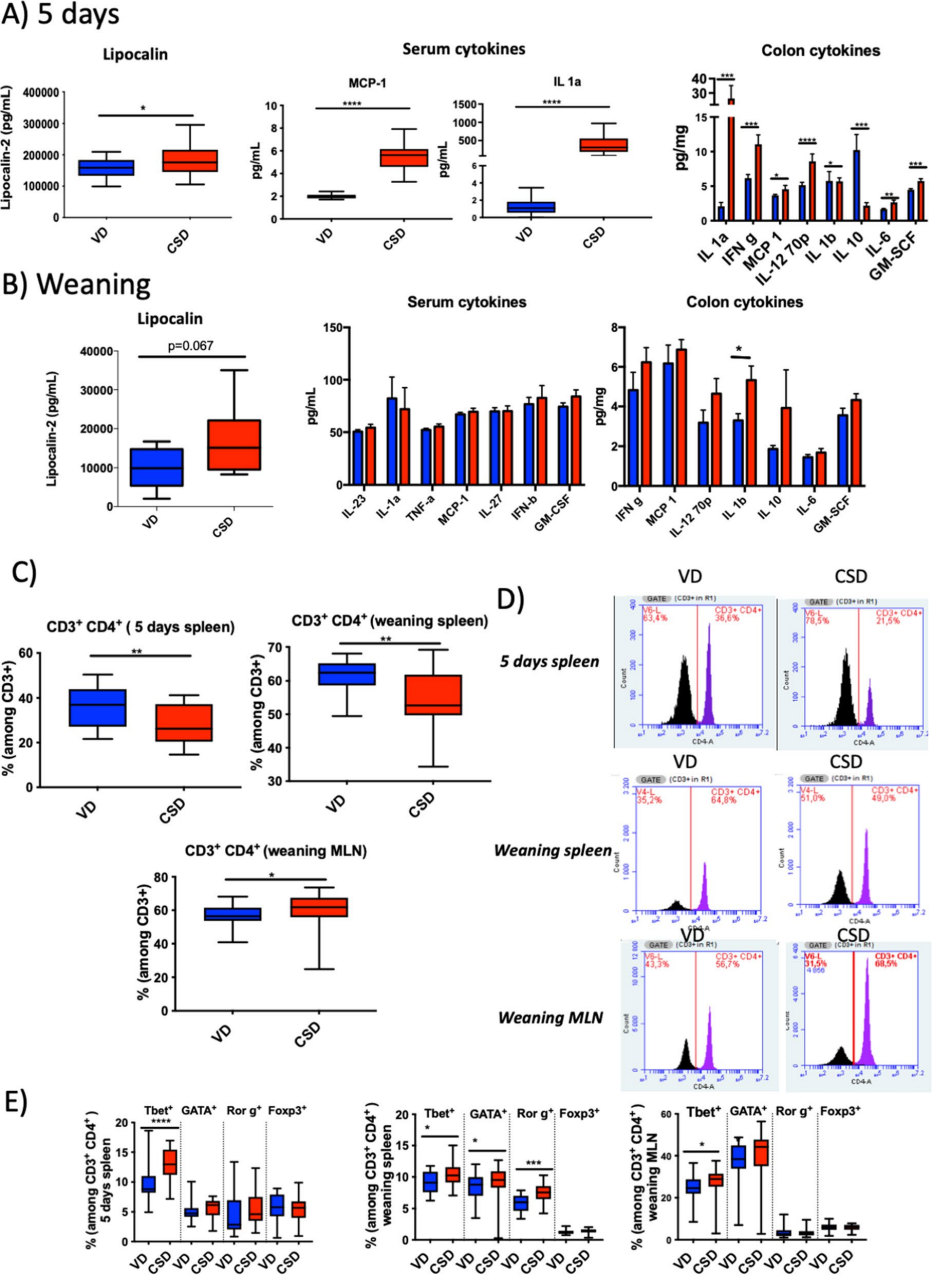
Local and systemic immunity parameters. General inflammatory parameters at 5 days (**A**) and weaning (**B**). Lipocalin-2 concentration in serum at 5 days (*n* = 19–21) and weaning (*n* = 10); cytokine concentrations in serum, colon and ileum (*n* = 10). **C** Positive CD3^+^/CD4.^+^ cells detected by flow cytometry in spleen at 5 days and mesenteric lymph nodes (MLN) and spleen at weaning (*n* = 20) and **D** representative flow charts. **E** Positive Th cells detected by flow cytometry in spleen at 5 days and MLN and spleen at weaning (*n* = 20). Groups: vaginal delivery (VD, blue) and C-section delivery (CSD, red). *p-value < 0.05; **p-value < 0.01; ***p-value < 0.001; ****p-value < 0.0001

To further analyse the immune response, major T-cell subpopulations were studied in MLN and spleen. CD3^+^CD4^+^ T-cell percentages among total lymphocytes were higher in VD pups (Fig. 7D). An increase of Th1 (CD3^+^/CD4^+^/Tbet^+^) was observed at 5 days in spleen and in MLN and spleen at weaning in CDS pups (*p*-value < 0.05; Fig. 7E). An increase in Th17 (CD3^+^/CD4^+^/Rorγτ^+^) and Th2 (CD3^+^/CD4^+^/GATA^+^) was also observed in the spleen at weaning (*p*-value < 0.05; Fig. 7E) pointing out for an over activated immune system. No differences were found in regulatory T cells (CD3^+^/CD4^+^/Treg^+^) (Fig. 7E).

Taken together, these results suggest that, in early life, CSD pups display a local and systemic pro-inflammatory context, with fewer and over reactive CD4 T-helper cells. Furthermore, although newborns naturally tend to exhibit a Th-2 skewed immune response to reduce miscarriage [69], IL-12, INF-γ, and CD3^+^/CD4^+^/Tbet increases observed in CSD pups point out a pro-inflammatory Th-1 response linked to CSD. This circumstance might prompt CSD mice to suffer a higher susceptibility to inflammation afterwards.

### Faecal microbiota transplantation from CSD pups at weaning partially transfers the CSD pup phenotypes

To directly evaluate the effect of the CSD microbiota on the host without interference with very early-life priming process, 5-week-old GF mice were colonized with faecal samples from CSD and VD mice at weaning (thereafter GF-CSD and GF-VD, respectively) (Fig. 8). Mice were euthanized at different time points after colonization (2, 7, or 14 days) to monitor the effect of the colonization process on the host physiology. At 14 days, an increase in weight gain was observed in GF-CSD as well as an increase in bowel thickness at 7 and 14 days (Fig. 8A). At 14 days, GF-CSD mice showed an increase of acid mucus-producing GCs (GC AB^+^) and a decrease of neutral ones (GC PAS^+^) as it has been observed in CSD pups (Fig. 8B). GF-CSD mice also showed transitory early post-colonization alterations in permeability (measured by sCD14), inflammation (Lcn-2 in serum) (Fig. 8B) and crypt length (Fig. 8B), confirming that some of the modifications observed in GF-CSD are transitory as it has been found in CSD mice. Furthermore, GF-CSD pups showed a reduced butyrate/acetate ratio (Fig. 8C). This result is in line with the one obtained in CSD pups at weaning, time point from which the faecal samples used in the colonization of GF mice came from, and confirms the crucial role of microbiota on SCFA dysregulation on CSD pups.

**Fig. 8:**
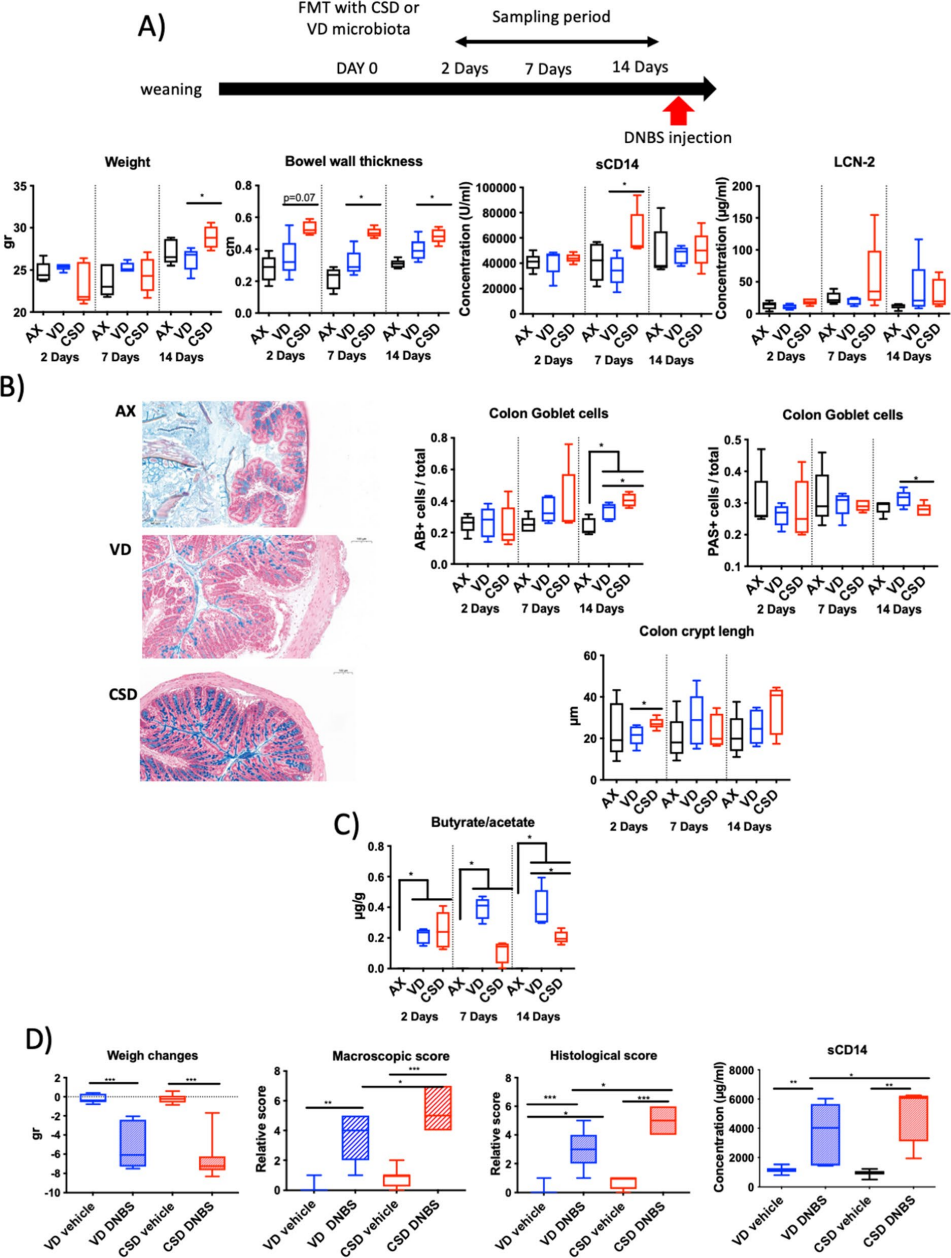
Analysis of ex-germ-free mice colonized with VD and CSD microbiota by faecal microbiota transplantation. **A** Phenotypic parameters at short term: weight, bowel wall thickness, sCD14 on serum samples, lipocalin-2 concentration in serum samples. **B** Histological features representative photos of colon stained with AB; proportion of goblet cells stained with AB or PAS colon crypt length. **C** Butyrate/acetate ratio. **D** Sensitivity to DNBS-induced colitis in the long term: weight changes after DNBS injection, macroscopic score, histological score, global permeability (sCD14 levels). Groups: axenic mice (AX), ex-GF mice colonized with vaginal-delivered faeces (VD, blue = GF-VD), C-section-delivered faeces (CSD, red = GF-CSD). *N* = 5–8. *p-value < 0.05; **p-value < 0.01; ***p-value < 0.001

Two weeks later, the mice were submitted to a DNBS-induced acute colitis protocol. GF-CSD mice were more susceptible to the induced inflammatory insult than GF-VD mice as revealed by a higher macroscopic and microscopic score and a higher intestinal permeability (measured by sCD14) (Fig. 8D). These results confirm the long-term transfer of this phenotype to the GF mice with the microbiota.

Overall, our results indicate major and causal effect of the microbiota on the parameters altered by CSD.

### Supplementation with lactobacilli improves CSD-related phenotype

As the *Lactobacillus* genus was among the most impacted by CSD and the keystone genera according to our network inference analysis, we decided to supplement GF-CSD pups with a pool of 4 lactobacilli isolated from VD pup’s faecal content at weaning. The lactobacilli were administered to GF mice at the same time than the faecal homogenates from CSD (thereafter GF-CSD + Lb) (Fig. 9A).

**Fig. 9:**
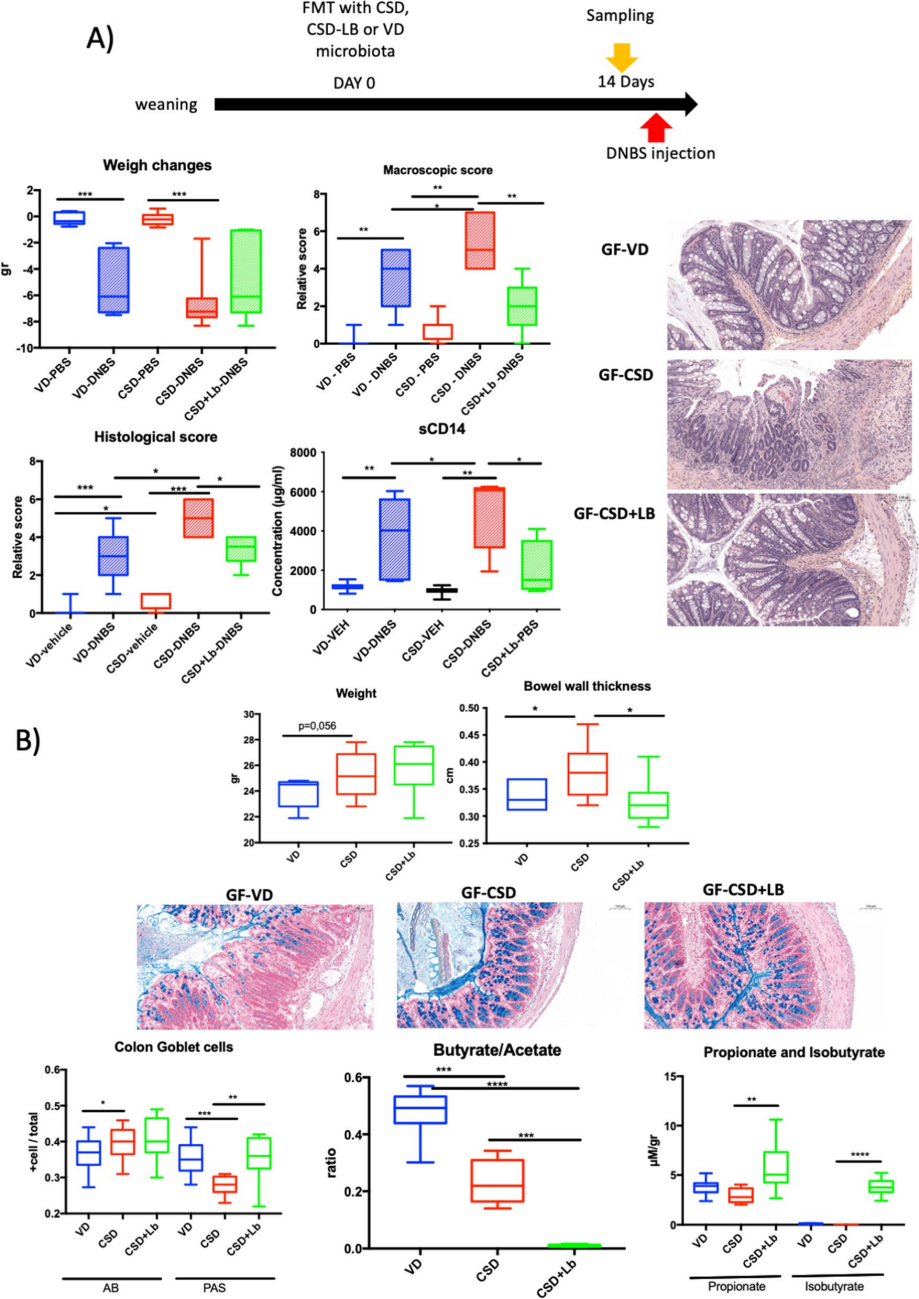
Short- and long-term effects of lactobacilli supplementation in ex-germ-free colonized with CSD microbiota. **A** Sensitivity to DNBS-induced colitis in the long term: weight changes after DNBS injection, macroscopic score, histological score, global permeability measured, thanks to sCD14. **B** Phenotypic parameters at short term: weight, bowel wall thickness, colon AB^+^ or PAS.^+^ goblet cell percentages and representative pictures for AB staining, butyrate/acetate ratio, propionate and isobutyrate concentration on caecum contents. Groups: ex-GF mice colonized with vaginal-delivered faeces (VD, blue = GF-VD); C-section-delivered faeces (CSD, red = GF-CSD); microbiota or C-section-delivered faeces microbiota and lactobacilli (CSD + LB, green = GF-CSD + Lb) subjected (striped, DNBS) or not (solid, vehicle) to DNBS injections. *N* = 5–8. AB, Alcian blue; PAS, periodic acid-Schiff; FMT, faecal material transfer. *p-value < 0.05; **p-value < 0.01; ***p-value < 0.001

GF-CSD + Lb mice were less sensitive to inflammation than GF-CSD, with improved macroscopic, microscopic scores and global permeability (measured by sCD14) (Fig. 9A). These results show the protective role of the early supplementation with lactobacilli regarding CSD-related long-term effects.

Additionally, mice were sacrificed at 14-day post-colonization. The parameters that only varied temporarily on CSD pups (sCD14 and Lcn-2) did not show any modification (data no shown). lactobacilli supplementation did not affect weight changes, bowel wall thickness, or acid GC (GC AB^+^) (Fig. 9B). Nevertheless, lactobacilli increased total GC (GC PAS^+^) to GF-VD levels. These results show that supplementation with lactobacilli partially reverses the effects of CSD before any inflammatory challenge. This effect was associated with a decreased butyrate/acetate ratio and an increased level of propionate and isobutyrate (Fig. 9B). These results suggest that supplementation with lactobacilli compensates butyrate defect by increasing propionate and isobutyrate production which can exert similar beneficial effects [70, 71].

Taken together, our results suggest that supplementing GF-CSD mice with lactobacilli restores most of the epithelial alterations associated with CSD, including susceptibility to colitis in our murine model. Additionally, although GF-CSD + Lb mice still had an altered butyrate/acetate ratio, their ability to increase propionate and isobutyrate levels may be a compensation system as these two SCFA largely share the beneficial effects of butyrate [70, 71].

## Discussion

Recently, the deregulation of symbiotic host-microbe interactions in early life has been shown to cause significant issues related to the maturation of the immune system, predisposing the host to gut barrier dysfunction and inflammation [72]. As CSD babies have an altered gut microbiota [15], these differences might directly affect the development of noncommunicable diseases in later life. In this study, we found that CSD pups were more susceptible to DNBS-induced colitis. The main goal of this study was thus to decipher the role of the early-life gut microbiota alterations linked to CSD on later-life sensitivity to induced intestinal inflammation in mice with a special focus on the gut barrier as the main scenario of the host-microbiota crosstalk.

Several contributing factors are thought to shape the newborn microbiota, including CSD [14, 15]. In our study, CSD pups switched from a higher diversity microbiota at birth to a lower diversity at weaning and at 6 weeks. A correlation network analysis indicated *Lactobacillus* was the keystone (hub genus) of the microbial network of VD pups, while *Mucispirillum* was the main driver of the CSD pups’ gut ecosystem. *Mucispirillum* lives in the mucus layer and is thought to be a pathobiont that plays a role in inflammation.

This increase in diversity in very early life was associated with an alteration in predicted metabolic KO functions, including a switch in butyrate production genes that were increased at 5 days and decreased at weaning. CSD pups showed a higher acetate and a lower butyrate concentration in their caecum content at weaning. Acetate enhances energy production and modulates GC populations [32], a trait observed in our CSD pups. Furthermore, CSD pups are known to grow faster [16], a result confirmed in our study (data not shown) which is in line with the increased acetate concentrations found in CSD pups [73]. Butyrate has immunoregulatory effects on intestinal epithelial cells and regulates multiple functions of gut cells [74]. In our study, butyrate/acetate ratio was altered, similarly as the *Firmicutes*/*Bacteroidetes* ratio.

Maintaining a functional gut barrier is crucial for neonatal development. The physical barrier of the intestinal mucosa is a defence mechanism involving the integrity of intestinal epithelial cells, their associated junctions and the mucus layer [75–77]. The intestinal mucosal layer is mainly composed of mucus but also water, ions and molecules of the immune system such has IgA and AMP which facilitate the clearance of pathogenic microorganisms [78]. Our results indicate that CSD pups have an altered epithelium structure in their early life and a decrease of GC containing neutral mucins, a trait observed in colon inflammation and intestinal infections settings that points to an altered mucus layer [58, 59, 79].

In contrast to restricted macromolecular passage in the adult gut, during the early life, there is an enhanced transfer across the intestine as gut closure appears to occur already in utero in humans and terminates around weaning in mice [57]. In this study, structural gut barrier abnormalities went with an altered permeability. CSD pups passed from an increased systemic permeability at 5 days to restoration at weaning. However, at weaning, an increase in paracellular and mostly in transcellular permeability was measured at the local level in the ileum. The pathway of antigen transfer across the intestinal epithelial barrier could affect the immune system response, being the paracellular passage, the most augmented in this murine model of CSD, responsible for a primary immune response against free antigens and the transcellular passage as educational path for the developing immune system of the newborn [57]. Furthermore, transepithelial electrical measures confirmed the presence of altered tissues in both colon and ileum, with an increased conductance in both tissues. Changes in paracellular permeability are often caused by disassembly of intestinal tight junctions. However, no differences in tight junctions were detected in colonic samples in this study at 5 days or at weaning using transcriptomic approaches (data not shown). Nevertheless, further research should be conducted to fully decipher the host mechanisms underlying the observed effects.

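At weaning, 35 genes of tight junctions were measured in the colon of the 8 CSD and 8 VD pups, 34 of them well above background on every array. With limma 0 of these were called over all genes, 0 when adjusted over the list alone, and 5 had an unadjusted p under 0.05. The smallest p belonged to Cldn5, at 10.10 ± 0.27 (SD, n = 8) in CSD and 10.49 ± 0.17 (SD, n = 8) in VD pups (log2 fold change -0.37, standard error 0.12, adjusted p = 0.129, limma), and to Jam3 (-0.15, adjusted p = 0.244, limma). Cldn5 was also in the list for endothelium, in which 9 genes were lower and 2 higher in CSD pups, so its decrease need not be epithelial. Of the 35 genes, 25 were higher in CSD pups, by a median log2 fold change of 0.05, and the list did not shift past the limit (adjusted p = 0.193 from limma's fry, and 0.0625 for changes in either direction). With the brightest probe per gene in place of the average, 1 gene was called over all genes and 2 over the list alone. Samples at 5 days were not analysed here.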

When the gut barrier function is compromised, the resulting increased local antigen exposure could trigger the host’s immune system, thus leading to the onset of an inflammatory state [80, 81]. As expected, the functional alterations found were compassed with altered inflammatory status in very early life. Furthermore, CSD pups have a decrease in colonic IL-10 cytokine, an important immunoregulatory cytokine that suppresses exacerbated mucosal immune response due to colonic inflammation and preserves the intestinal mucus barrier [82, 83]. These differences, that were restored at weaning, confirm the presence of a transitory inflammatory status in very early life. Besides, an increased abundance in Th1, Th2 and Th17 cells was observed in spleen at weaning, with Th-1 cells also found to increase in MLN, confirming the local pro-inflammatory Th-1 profile of the CSD pups in the early life. Although the decrease in IL-10 highlights the possible deficit in regulatory T cells, and others have found a downregulation of regulatory markers in CSD mice [49], we did not observe significant changes in the Treg levels.

GF mice were colonized by faecal microbiota transplantation using VD and CSD mice samples collected at weaning to address the causality of the microbiota on the phenotypes observed. Mice were colonized after weaning to directly address the phenotype unchained by the microbiota administered and do not interact with the weaning reaction process [22]. GF-CSD mice were more susceptible to induced intestinal inflammation than GF-VD ones, confirming the causal role of the gut microbiota. However, as expected, not all the phenotypes were transferred with the microbiota, probably because some early life priming process was already successfully performed without microbiota in these mice. GF-CSD mice showed transient alterations in gut structure and permeability as it happens in CSD mice, with an increase in AB^+^ GC and a decrease of PAS^+^ GC confirming that the alteration of GC populations is microbiota driven. Finally, GF-CSD showed the same decreased butyrate/acetate ratio than CSD mice.

In the last years, several studies suggested the use of interventional methods to restore CSD-induced dysbiosis [13, 84]. In our study, supplementation of GF-CSD mice with lactobacilli prevented the increased susceptibility to chemically induced inflammation observed in GF-CSD mice. GF-CSD + Lb mice showed a restoration of most of the parameters altered by CSD, except for SCFA production, as GF-CSD + Lb mice counterbalanced butyrate deficit by increasing propionate and isobutyrate concentrations. Isobutyrate could function as a carbon source for energy in colonocytes under conditions of defective butyrate oxidation or low butyrate availability, as it happens in GF-CSD mice [70]. On its side, propionate has been found to exert anti-inflammatory properties, improving intestinal barrier function and reducing pro-inflammatory factors TNF-α, IL-1β and IL-6 mRNA in colon [71]. All these facts point to a compensatory mechanism at the SCFA level in which reduced butyrate is counterbalanced by propionate and isobutyrate increases which partially replace butyrate functions.

## Conclusions

Our results suggest that excessive exposure to a very diverse microbiota too early in life has detrimental consequences on host homeostasis in the short and long term in mice. This “too much too early” principle due to the presence of increased microbial diversity in the very early life involves excessive exposure to bacterial antigen across the vulnerable gut barrier in the first days of life, before the gut closure. These premature microbial stimuli affect the gut barrier by altering epithelial structure and mucus production, disrupting gut homeostasis by increasing local antigen exposure, possibly related to an altered acetate/butyrate ratio, which could trigger the host’s immune system, thus determining the onset of an inflammatory state. It also switches pups toward a pro-inflammatory Th1 immune response. Further experiments should be performed to evaluate other possible impacts of the CDS-induced alteration of the gut barrier dysfunction in other parameters, such as mucosal IgA or AMP production. Furthermore, in mice, this mechanism could be the linchpin behind the phenotypic effects that lead to major susceptibility to induced inflammation later in life, as it has been confirmed in our study with chemically induced colitis models. Besides, microbiota has been found to be causal in most of the phenotypical parameters found, as shown by experiments with ex GF mice. Finally, the microbiota modulation strategy tested here has shown positive effects in our murine model. It is important to remark that the transferability of our results to the human context should be confirmed as our murine model, as all the models, present dissimilarities with the modelled system [50].

### Supplementary Information

**Additional file 1: Fig. S1.** Microbiota analysis. Total sample profile at (A) phylum and (B) genus level. (C) Non-Metric Multidimensional Scaling (NMDS) analyses based on Bray-Curtis dissimilarities of the whole dataset. (D) Heat-map of OTU counts by time point. (E) Alpha and beta diversity (measured by Chao1 and Shannon index) and richness by time point.

**Additional file 2: Fig. S2.** Microbiota compositional differences. Phylum-level differences between CSD and VD at 5 days (A), 6 weeks (B), second injection (C) and endpoint (D). Groups: vaginal delivery (VD, blue) and C-section delivery (CSD, red).

**Additional file 3: Fig. S3.** Metagenomic functional prediction by PICRUSt. Heatmap and PCoA representation of the metagenomic functions inferred from the phylogenetic profiles using PCRUSt at 5 days (A), weaning (B) and 6 weeks (C). Groups: vaginal delivery (VD, blue) and C-section delivery (CSD, red).

**Additional file 4: Fig. S4.** Metagenomic functional prediction during DNBS-induced chronic colitis. Heatmap and PCoA representation of metagenomic functions inferred from the phylogenetic profiles by PCRUSt before second injection of DNBS (A, B) and endpoint (C, D) in vehicle (A, C) and inflamed (B, D) groups. Groups: vaginal delivered mice, non-inflamed (VD-vehicle, light blue), vaginal delivered mice, inflamed (VD-DNBS, dark blue), C-section delivered mice, non-inflamed (CSD-vehicle, light red), C-section delivered mice, inflamed (CSD-DNBS, dark red).

**Additional file 5: Table S1.** OTUs modulated by CSD at 5 days.

**Additional file 6: Table S2.** OTUs modulated by CSD at weaning.

**Additional file 7: Table S3.** OTUs modulated by CSD at 6 weeks.

**Additional file 8: Table S4.** Bacterial genera modulated by CSD at 5 days.

**Additional file 9: Table S5.** Butyrate producers relative abundances.

**Additional file 10: Table S6.** Genes modulated by CSD at weaning.

## Data Availability

The 16S RNA raw reads are available at NCBI’s SRA repository (BioProject PRJNA876103; accessions SAMN30638467 to SAMN30638852). Microarray data are deposited in GEO under the accession number GSE214311.

## Abbreviations

AB: Alcian blue
AbfD: Vinylacetyl-CoA 3,2-isomerase
ATO: Butyryl-CoA:acetate CoA transferase
AUC: Area under the curve
BUK: Butyrate kinase
CD: Crohn’s disease
CFU: Colony-forming units
CSD: C-section delivery
CSS: Cumulative sum scaling
DMEM: Dulbecco’s Modified Eagle’s Medium
DNBS: 2,4-Dinitrobenzene sulphonic acid
FBS: Foetal bovine serum
FDR: False discovery rate
FSA: Fluorescein sulphonic acid
GC: Goblet cells
GF: Germ-free
GM-CSF: Granulocyte-macrophage colony-stimulating factor
HES: Hematoxylin-eosin-saffron
HRP: Horseradish peroxidase
IBD: Inflammatory bowel diseases
KO: KEGG Orthology
Lcn-2: Lipocalin-2
MCP-1: Monocyte chemoattractant protein-1
MPO: Myeloperoxidase activity
MRS: Man, Rogosa and Sharpe media
NMDS: Nonmetric multidimensional scaling
OTU: Operational taxonomic unit
PAS: Periodic acid-Schiff
PCoA: Principal coordinates analysis
SCFAs: Short-chain fatty acids
SPCIT: Sparse partial correlation and information theory
SPF: Specific pathogen-free
TDA: TRITC-dextran
VD: Vaginal delivery

# Supplementary material for: Gut barrier-microbiota imbalances in early life lead to higher sensitivity to inflammation in a murine model of C-section delivery
**Source:** Microbiome. 2023 Jul 3;11:140. doi: 10.1186/s40168-023-01584-0
**Supplement:** Supplementary file 10 — Additional file 9: Table S5. Butyrate producers relative abundances.

| **Genus** | **Day 5** | **Weaning** | **6 weeks** |
| --- | --- | --- | --- |
| *Odoribacter* | -2.46 (1.65) ^NS^ | 1.63 (0.34) *** | 0.43 (0.24) ^NS^ |
| *Coprococcus* | -4.48 (1.19) *** | 0.19 (0.27) ^NS^ | 0.77 (0.35) * |
| *Roseburia* | -2.75 (0.78) ** | 0.70 (0.44) ^NS^ | 1.7 (0.77) * |
| *Anaerostipes* | -3.31 (0.75) ** | -0.54 (0.87) ^NS^ | 0.80 (0.98) ^NS^ |
| *Clostridium* | -1.15 (0.68) ^NS^ | -0.33 (0.71) ^NS^ | -0.22 (0.74) ^NS^ |

How the deposited data were processed for this re-analysis (not part of the article)

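Colon RNA of 16 pups at weaning was measured on 1-colour Agilent arrays, 8 from CSD and 8 from VD pups, with 2 litters per delivery mode. Delivery mode, mother, sex and the number of each pup were taken from the labels, and the slide from the scanner output. The authors deposited the scanner output of each array, in which every spot has a mean intensity, a median local background, an intensity corrected by the scanner software and marks for spots well above background, saturated spots and outliers. They also deposited a matrix of 27036 genes in log2 units. The steps in the paper's methods are correction, log2 scale, quantile normalization, a filter on dim probes and averaging by gene, in limma. The same filter left 36711 genes here, so the matrix may rest on further steps that are not known. On the 27022 genes that the matrix shares with the genes computed here, each array's values had a correlation of 0.977 with them. The matrix served as an alternative to the scanner output.
From the scanner output, normexp background correction (offset 50) of the mean intensity with the median background was applied to all 62976 spots of an array with limma 3.58.1 in R 4.3.3. The paper's text does not name its correction. Control spots were then left out, as were spots marked as outliers, a step that was not part of the design written before the data were examined. Log2 values of the 59305 remaining spots were quantile normalized between the 16 arrays. Spots of a probe were averaged, probes above the 5% quantile of their own array in at least 4 arrays were kept (56366 of 56605), and probes with the same gene name in the scanner output were averaged. Of the 36711 genes, 218 lacked a value on at least 1 array. Genes carry the names of the array's design, and probe positions are those of the scanner output (mm9). The gene table of GRCm38.p6 was used only for which genes neighbour each other, and 24669 names matched it.
The comparison of CSD and VD pups used lmFit and eBayes with delivery mode and sex as fixed effects and the mother as a random effect through duplicateCorrelation, whose consensus correlation was 0.015. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The same tool gave the comparison of the sexes, the delivery by sex interaction, and the comparison of the 2 litters within each delivery mode. Lists of genes were tested with fry on the same model, once for a shift in one direction and once for changes in either direction, with adjustment over the 47 lists, and with camera at a preset correlation of 0.01. Fry was run on the genes with a value on every array. Exact permutation tests of the group means used all 12870 assignments of 8 pups out of 16 and were two-sided, and they do not take litters or sex into account.
Genes are named in the text by a rule fixed before the data were examined. It takes every gene the paper names, the 5 largest increases and the 5 largest decreases among called genes that were well above background on every array of at least 1 group and whose CSD litter means lay on the same side of both VD litter means, and from each list discussed the members called, or otherwise the 2 with the smallest p.
Alternatives were the offset of normexp (0 and 16), the intensity corrected by the scanner software with quantile normalization or minus the 75th percentile of each array, no filter or stricter filters on dim probes, the brightest probe per gene, the deposited matrix, no mother or no sex in the model, litter means as samples, males only, the slide as a fixed effect or 1 slide at a time, eBayes with trend and robust, an adjusted p under 0.1, the number in the pups' titles as a block, and leaving out each pup or litter. Those added after the data were seen are named in the closing part on processing.
The model was tested on simulated data with the pups' own litters and sexes, 36493 genes and 200 of them changed. True litter correlations of 0, 0.2 and 0.5 were simulated, and the ranges below span all of them. Every planted change was larger than the median absolute log2 fold change of the called genes (0.28). The share recovered therefore does not hold for changes as small as most of those called here. With the litter correlation set to its true value, between 2.6% and 8.4% of the genes called were false. When duplicateCorrelation estimated it, as in the comparison reported here, the estimate was too low (0.112 to 0.116 for a true value of 0.2). Over all true values, between 10.7% and 18.1% of calls were then false, with 82.5% to 95.5% of changed genes recovered. With only 2 litters per delivery mode this is a limit of the design, and the 460 calls have to be read with it.
Precision is limited by the number of arrays and litters. Ingenuity Pathway Analysis was not run, and samples at other ages were not used here. Plots were drawn with matplotlib 3.10.9.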

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

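The tests on angiogenin probes, on littermates, on B4galnt2 and on Abhd1, and the look at fold changes without VD pup 11, were chosen only after these results were seen. The other tests were written down before the result that each measures was seen, but after the numbers of genes called and the direction of the largest changes were known.
Samples far from the rest of their group were looked for in 32 groups of 8 values, for the genes named by the fixed rule and for the quality of the arrays, by the gap between the most extreme sample and its neighbour divided by the range of the group. Chance alone sets apart about 1.6 of 32, and 7 were found, of which 5 are probes of 1 gene family in 1 pup.
VD pup 4, a female of mother 5, stood above the other VD pups in Ang4 (14.52 against 10.46 for the next, a gap of 0.602 of the range), Ang3 (0.596), Ang6 (0.602), the angiogenin pseudogene ENSMUST00000162314 (0.673) and Ang2 (0.714), and so reached the level of the CSD pups. The paper does not discuss angiogenins, whose increase in CSD pups was the largest of all called genes (3.66 on the log2 scale for Ang4). Without VD pup 4 the log2 fold change of Ang4 was 4.44. Ang6 minus Ang4 varied by an SD of 0.10 over the 16 pups, while Ang4 itself varied by 2.82, so these probes did not vary apart. Probes that read 1 transcript and genes that are regulated together cannot be told apart from these arrays, since both predict this. If pups that differ from their own litter were the cause, the spread between littermates should be as large as the difference between the groups. The SD of Ang4 between littermates was 1.98, smaller than the difference of 4.12 between the group means but far from small, so that a part of it cannot be told apart from variation within litters. The microbiota or the maturity of single pups was not tested, and a difference by delivery mode stays open, since Ang4 passed the limit in only 11 of 42 alternatives.
VD pup 7, a male of mother 6, had the highest Igf2bp1 of the VD pups (7.16 against 6.76 for the next, a gap of 0.574 of the range). The other 2 pups of its litter, at 6.76 and 6.75, also lay above all 5 pups of mother 5, the highest of which was at 6.70, and the litter means were 6.89 and 6.63. Without VD pup 7 the adjusted p of Igf2bp1 was 0.0211 in place of 0.0614, and without its litter 0.00815. No explanation was tested for this pup or litter.
VD pup 11 had the lowest share of spots well above background, 58.7% against 63.8% for the next VD pup (a gap of 0.823 of the range). If this array were the cause of the differences, leaving it out should lower the number of called genes by more than 1.5 times. The number fell from 460 to 304, just beyond 1.5 times, but leaving out 9 of the other 15 pups lowered it as much or more. The median ratio of fold changes of the 460 genes without it was 0.99. So the fall in number met what had been written down. The ratio lay between 0.96 and 1.02 whichever pup was left out, and the genes were chosen with this array included. It therefore cannot decide what part this array had in the differences.
Abhd1 was the only gene called for the delivery by sex interaction (log2 difference 2.04, standard error 0.22, adjusted p = 0.00617, limma, with 1732 genes at an unadjusted p under 0.05), and it is named here because it was the only one. Both VD females lay at 8.44 ± 0.02 (SD, n = 2), the VD males of the same mother at 10.39 ± 0.12 (SD, n = 3), the VD males of mother 6 at 10.90 ± 0.03 (SD, n = 3), the CSD females at 11.01 ± 0.17 (SD, n = 4) and the CSD males at 11.16 ± 0.18 (SD, n = 4). The 2 VD females are littermates. An allele carried by 2 of the 5 pups of that litter is a candidate explanation, since it would fall on both females with a chance of 0.1, and it cannot be told apart from an effect of sex under vaginal delivery with 1 litter of VD females. The sex labels were not at fault, since 0 pups were out of place in Xist and the Y genes.
The immunoglobulin kappa variable 3-10 probe ENSMUST00000196940 was lower in CSD pups (log2 fold change -2.06). Different alleles of single segments in the litters would raise some segments and lower others, but 96.5% of the 171 immunoglobulin genes well above background were lower in CSD pups (165 genes), with a median of -1.01, and the 21 that were called were all lower. The number lower was 166 with normexp at offsets 0 and 16 and with the intensity corrected by the scanner software. Fewer plasma cells in the CSD tissue may explain this, as may more follicles or lymph node in the VD tissue. The lists for plasma cells (median -0.473, 6 of 8 genes lower) and for B cells (median -0.475, 11 of 11 lower) were both lower in CSD pups, and neither passed the limit in fry (adjusted p of 0.193 and 0.153), although both did in camera. Of the B cell list 6 genes, and of the plasma cell list 5, passed when adjusted over the list alone. These explanations cannot be told apart, because both lists moved together and the share of cells was not measured, and a lower lymphoid content in CSD pups as a biological difference stays open.
B4galnt2 was lower in CSD pups (log2 fold change -2.10), but its values were spread widely within a CSD litter. Of 4 pups of mother 3, 3 were above a gap of 1.42 on the log2 scale. The other 1 was below it with the 4 pups of mother 4, while all VD pups lay within a range of 1.00. The 3 upper pups lay at 7.87, 8.04 and 9.43, so they did not form a single level. An allele that segregates within the litters of this outbred stock may give such a gap. Genotypes were not tested, so an allele and an effect of delivery mode cannot be told apart. BC049730 (log2 fold change -2.19) ranged from 7.29 to 10.52 in VD pups. No explanation was tested for BC049730, and delivery mode and litter are confounded in it.
Genes also differed between litters of 1 delivery mode, which the paper does not report. Between the 2 CSD litters 45 genes were called and between the 2 VD litters 159. For the CSD litters 1 of 34 splits of the 8 pups into 4 and 4 gave as many, the real one, so chance can be excluded. For the VD litters 4 of 56 splits into 5 and 3 did, so chance cannot be excluded. Of these genes 0 of 45 and 1 of 159 were also called between CSD and VD pups. Alleles that differ between litters would come in runs of neighbouring genes. Of the genes called between the CSD litters 6 lay next to another called gene, counting gene families once, which was above 100% of 10000 random sets of equal brightness and is consistent with such alleles. Neighbouring genes can also share regulation. For the VD litters 4 genes did, above 88% of the random sets, which leaves the question open.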

How the results depend on the processing

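The alternatives were chosen before the data were examined, except 3 chosen after seeing the data, which were keeping the spots marked as outliers, the same 10 arrays without the block, and a litter correlation fixed at 0.1.
All 460 genes called kept their sign in every alternative in which they were present, except 2 of 460 with the brightest probe per gene. These genes were chosen by their p in the same arrays, so that this says little about how stable their direction is. How many genes passed the limit depended on the processing. The number was 102 with normexp at offset 0 (43 higher, 59 lower in CSD), 243 at offset 16 (133 and 110), 177 with the intensity corrected by the scanner software and quantile normalization (99 and 78), 164 with that intensity minus the 75th percentile (81 and 83), and 170 in the deposited matrix (85 and 85). Of the 170, 162 were among the 460. The share of called genes that was higher was 56.3% and went to 42.2% at offset 0. A smaller offset widens the spread of dim probes, but the cause of these changes was not tested. Probes had to be brighter than negative controls in another filter, which gave 312 genes, of which 166 were higher. The number stayed within 1.5 times of 460 with no filter (460), a filter on spots well above background (319), the brightest probe (506), eBayes with trend and robust (318), no mother in the model (587) and spots marked as outliers kept (432).
Litter, sex and the samples used also changed the number. With litter means as samples 0 genes were called (0 higher, 0 lower, 4034 at an unadjusted p under 0.05 in limma), where 2 against 2 samples leave few degrees of freedom. With a litter correlation fixed at 0.1 there were 84 (47 higher, 37 lower), all of them among the 460, and simulation showed that the estimate lies below the true value when there are 2 litters per mode. No sex term gave 992 (544 and 448). Males only gave 0 (0 and 0, 3295 unadjusted). Slide 1 gave 11 (4 and 7) and slide 2 gave 0 (0 and 0, 3789 unadjusted), both with 8 arrays, whereas 474 were called with the slide as a fixed effect. An adjusted p under 0.1 gave 1126 (616 and 510).
In the replicate block, which took the number in the pups' titles as a block over the 10 arrays whose number occurs in both groups, 0 genes were called (0 and 0, 4745 unadjusted), against 24 (7 and 17) in the same arrays without the block. The deviations of pups with the same number had correlations from -0.05 to 0.22, over 0.1 in 2 of 5 pairs, so the numbers do not pair the pups. In the leave-one-out fits the number called ran from 138 (without the litter of mother 4) to 2265 (without that of mother 6), with 62 to 1170 higher and 67 to 1095 lower. Without single pups it ran from 145 (VD pup 4) to 617 (VD pup 7), and for 10 of 16 pups it fell by more than 1.5 times. Without the litter of mother 3 it was 212, and 189 without that of mother 5.
Myc and Myb kept their direction in every alternative. They fell short of the limit with litter means (log2 fold changes 0.33 and 0.37), males only (0.33 and 0.33), slide 1 (0.33 and 0.33), slide 2 (0.34 and 0.39), the replicate block (0.30 and 0.31) and the same 10 arrays unpaired (0.30 and 0.31), all with fewer samples. In leave-one-out fits Myc ran from 0.30 to 0.37, with an adjusted p of 0.0587 without the litter of mother 5, and Myb from 0.32 to 0.41, past the limit throughout. Igf2bp1 passed the limit in the deposited matrix (0.78, adjusted p = 0.0489), without a sex term (0.45, adjusted p = 0.0263) and at an adjusted p under 0.1 (0.44), over alternatives whose adjusted p ran from 0.00815 to 0.619, and ran from 0.26 to 0.60 in leave-one-out fits. Its log2 fold change was larger, though short of the limit, with normexp at offsets 0 (0.76) and 16 (0.62) and with the intensity corrected by the scanner software (0.99 with quantile normalization and 1.01 minus the 75th percentile). Gdnf fell short of the limit with normexp at offsets 0 (-0.28) and 16 (-0.27), and with the intensity corrected by the scanner software and quantile normalization (-0.29) or minus the 75th percentile (-0.25). It also did with the litter correlation at 0.1 (-0.24), litter means (-0.25), males only (-0.28), slide 1 (-0.23), slide 2 (-0.26), the replicate block (-0.20) and the same arrays unpaired (-0.19). In leave-one-out fits Gdnf ran from -0.33 to -0.16. It fell short there without CSD pup 6 (adjusted p = 0.0544, limma), CSD pup 7 (0.0684), CSD pup 9 (0.0504) or VD pup 4 (0.0717). The same held without the litter of mother 4 (0.18) or 5 (0.252). The causes were not tested.
In the comparison of the sexes 22 genes were called, and 18 to 26 under the alternatives. For the interaction 1 gene was called, 5 with the intensity corrected by the scanner software and quantile normalization, and 2 with the slide in the model. Between the CSD litters 45 genes were called, with 20 at offset 0 and 26 with the intensity minus the 75th percentile. Between the VD litters there were 159, against 48 at offset 0, 101 at offset 16, 78 with the scanner software's intensity and quantile normalization, and 48 with it minus the 75th percentile. The cause was not tested.
Tight junction genes called were 0, except for 1 with the brightest probe per gene and up to 2 in leave-one-out fits (0 to 2). Adjusted over the list alone there were 2 with the brightest probe, 1 on slide 1 and 0 to 4 in leave-one-out fits. The gene lists past the limit in one direction were 0 with fry under 7 alternatives and 13 with camera, which assumes a preset correlation. Lists past the limit in either direction were 20, and 19 to 24 under the alternatives.
Signal over background limits dim genes. Of the 460 called, 419 were well above background on every array of both groups.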

Differences from the paper's values

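The paper's reported number of genes that differed between CSD and VD pups is 178, and 460 were called here. Of 39 alternatives set before the data were examined, 13 lay within 1.5 times of the paper's number. These were normexp at offset 16 (243), the intensity corrected by the scanner software with quantile normalization (177) or minus the 75th percentile (164), the deposited matrix (170), and 9 leave-one-out fits, without CSD pup 3 (238), CSD pup 6 (257), CSD pup 7 (180), CSD pup 9 (222), VD pup 4 (145), VD pup 5 (243), or the litter of mother 3 (212), 4 (138) or 5 (189). The other 26 did not, among them offset 0 (102), no sex term (992), no mother (587), litter means (0) and the filters on dim probes (312 to 460).
The paper's reported number of upregulated genes is 87, against 259 here. In 9 of 39 alternatives the number was within 1.5 times, which were the intensity corrected by the scanner software with quantile normalization (99) or minus the 75th percentile (81), the deposited matrix (85), and the fits without CSD pup 7 (102), CSD pup 9 (122), VD pup 4 (78) or the litter of mother 3 (116), 4 (66) or 5 (62). It was not in the other 30.
The paper's reported number of down-regulated genes is 91, against 201 here, and 17 of 39 alternatives lay within 1.5 times. They were offset 16 (110), the intensity corrected by the scanner software with quantile normalization (78) or minus the 75th percentile (83), the deposited matrix (85) and 13 leave-one-out fits, without CSD pup 1 (120), 2 (133), 3 (106), 5 (120), 6 (109), 7 (78) or 9 (100), VD pup 4 (67), 5 (112) or 11 (123), or the litter of mother 3 (96), 4 (72) or 5 (127). The other 22 did not.
In the legend of Fig. 6 the paper's reported sample size of the analysis is 5, while the files and labels hold 8 CSD and 8 VD pups, all of which were used here. This has no alternative.
The paper names Gdnf among genes with increased expression in CSD pups. Here it was lower in CSD pups (log2 fold change -0.25, adjusted p = 0.0306, limma), and lower in every alternative. The paper also names Igf2bp1 among the genes that differed. Here its log2 fold change was 0.44 with an adjusted p of 0.0614, which lay above the limit. It passed in the deposited matrix (adjusted p = 0.0489), without a sex term (0.0263), without VD pup 7 (0.0211), without the litter of mother 6 (0.00815) and at an adjusted p under 0.1.
Fig. 6B colours the BAG2 and ERK5 pathways as downregulated. In the lists used here, which need not hold the same genes, 16 of 25 and 20 of 33 genes were higher in CSD pups, and the shift passed the limit in neither with fry (adjusted p of 0.138 and 0.153).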

Other observations

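Except for the angiogenin, B4galnt2 and Abhd1 tests reported above and the fold changes without VD pup 11, the tests here were written down before the result that each measures was seen. The numbers of genes called were known by then, and for the test of lymphoid cells so was the direction of those lists.
Chance can be excluded as the source of the 460 genes called between CSD and VD pups, since 1 of 100 splits of the 16 pups into 8 and 8, the real one, gave as many. The other 99 gave at most 8, and 495 were called for the real one when the litter correlation was estimated on 2000 genes as in all splits. This does not test delivery mode, because pups of a litter stay together only in the real split and in the other ways of pairing litters. There are 3 ways to pair the 4 litters. CSD against VD gave 495 genes, and the others 4 and 5, so the delivery split stood out, but 3 pairings are too few to exclude litter differences, which cannot be told apart from delivery mode by a test. For the sexes 1 of 100 splits into 6 and 10 gave as many as 22 genes, so chance can be excluded. For lists that changed in either direction, 20 in the real split, 1 of 100 splits gave as many, and the highest other split gave 13. For lists that shifted in one direction and for tight junction genes, 0 in the real split, every split must give as many (100 of 100 for each), so that the splits decide nothing about them.
Technical explanations were weighed for the 460 genes. A difference between the slides is argued against, since 474 genes were called with the slide in the model. The larger share of females among CSD pups is argued against too, since among males only the median ratio of fold changes of the 460 genes was 0.96, although 0 were called. For the array of VD pup 11 the number called without it, 304, met what had been written down. The ratio of fold changes, 0.99, decides little, since the genes were chosen with this array included, so its part is left open. Other explanations stay open. A different place along the colon and the time of day were not decided. With the mean of 8 Hox genes per array in the model 404 genes were called, and with that of 19 circadian genes 568, but 2 of the Hox genes were higher and 6 lower in CSD pups, and 10 of the circadian genes were higher and 9 lower, so that neither mean follows place or clock. As written down, a tissue or handling explanation required both that its list differ between the groups in fry and that the number of called genes fall by more than 1.5 times. The lists for smooth muscle, immediate early genes, B cells and T cells did not shift in one direction in fry, while immediate early genes did change in either direction (adjusted p = 0.00237), and the number fell, so that the outcomes were met only in part. With the mean of smooth muscle genes in the model 187 genes were called, with that of immediate early genes, which respond to handling or delay before freezing, 208, and with that of B and T cell genes 43. These falls may reflect tissue composition or handling, or a term that overlaps with delivery mode and costs precision. In the 3 fits the median ratios of fold changes of the 460 genes were 0.99, 0.98 and 0.94, which does not point to any of them as the whole cause, but the mean of a list is only a stand-in for tissue or handling.
Alleles that differ between litters of an outbred stock were tested by asking whether called genes neighbour each other. Of 365 called genes with a place in the gene table of GRCm38.p6, 20 lay next to another called gene. This was above 98.5% of 10000 random sets of tested genes, and above 94.2% of sets of equal brightness, where the prediction had asked for more than 95% and had not named brightness. Haplotypes may contribute, and the question is left open. Of the 10 pairs, 6 changed in the same direction, among them Mtfr1 and Pde7a, named here after their values were seen. B4galnt2 and Igf2bp1 also neighbour each other on the array's map, and Igf2bp1 was higher while B4galnt2 was lower in CSD pups. Whether 1 haplotype carries both was not tested.
The direction of Gdnf was tested against the processing. Over 6 alternatives of background correction, normalization or probe, the log2 fold change ran from -0.55 to -0.252, so none of these choices turned it to an increase.
Lists outside those the paper discusses shifted in camera, though not in fry. Lower in CSD pups were the lists for T cells (14 of 14 genes lower, median -0.34, with Cd2 at -0.77 and Cd28 at -0.34), B cells (Fcer2a at -0.57 and Cd79a at -0.47), plasma cells (Irf4 at -0.37 and Mzb1 at -0.87), macrophages (10 of 12 lower, median -0.20, with C1qc at -0.21 and Cd68 at -0.26), MHC class II (8 of 9 lower, median -0.32, with Cd74 at -0.57 and H2-Oa at -0.73), endothelium (9 of 11 lower, median -0.10), smooth muscle (11 of 12 lower, median -0.11, with Smtn at -0.19 and Acta2 at -0.17) and immediate early genes (18 of 22 lower, median -0.18). Higher were those for mature enterocytes (16 of 17 higher, median 0.19, with Mgat4c at 0.38 and Slc26a3 at 0.45), mast cells (9 of 10 higher, median 0.13, with Tpsb2 at 0.48 and Cma1 at 0.57) and interferon response (21 of 24 higher, median 0.12, with Oas1a at 0.25 and Isg15 at 0.60). Of the members named, those with the smallest p of a list, none passed the limit over all genes, whereas within the lists for endothelium and immediate early genes Egfl7 (-0.41, adjusted p = 0.0123, limma) and Cyr61 (-0.82, adjusted p = 0.031, limma) were called over all genes. Among goblet cell genes, Muc1 was called and lower in CSD pups (8.65 ± 0.25 against 9.32 ± 0.16, SD, n = 8 each; log2 fold change -0.68, adjusted p = 0.00807, limma), and the list did not shift (adjusted p = 0.444, fry) but changed in either direction (adjusted p = 2.89e-07).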
